# Eomesodermin-expressing T-helper cells are essential for chronic neuroinflammation

**DOI:** 10.1038/ncomms9437

**Published:** 2015-10-05

**Authors:** Ben J. E. Raveney, Shinji Oki, Hirohiko Hohjoh, Masakazu Nakamura, Wakiro Sato, Miho Murata, Takashi Yamamura

## Abstract

Development of acute experimental autoimmune encephalomyelitis (EAE) depends on Th17 cells expressing the nuclear factor NR4A2. However, in mice lacking NR4A2 in T cells, a late-onset disease is still inducible, despite a great reduction in acute inflammation. We here reveal that development of this late onset disease depends on cytotoxic T-cell-like CD4^+^ T cells expressing the T-box transcription factor Eomesodermin (Eomes). T-cell-specific deletion of the *Eomes* gene remarkably ameliorates the late-onset EAE. Strikingly, similar Eomes^+^ CD4^+^ T cells are increased in the peripheral blood and cerebrospinal fluid from patients in a progressive state of multiple sclerosis. Collective data indicate an involvement of granzyme B and protease-activated receptor-1 in the neuroinflammation mediated by Eomes^+^ CD4^+^ T cells.

## Abstract (web summary)

Eomesodermin is a master regulator of effector CD8+ T cells. Here the authors show that it also plays a critical role in pathogenic CD4+ cells in a mouse model of multiple sclerosis, and its inactivation ameliorates the chronic stage of the disease.

Recent research relying on genome-wide association studies^1^,^2^,^3^ has successfully identified a number of genes significantly linked with the pathogenesis of autoimmune diseases such as multiple sclerosis (MS). In the case of MS, the vast majority of the susceptibility genes have key roles in the functions of T helper (Th) cells and cellular immune responses^3^. These results support the relevance of research towards clarifying the development, differentiation and functions of Th cells, to identify new targets of therapy for autoimmune diseases.

NR4A2, also known as Nurr1, is an orphan nuclear receptor that is upregulated in CD4^+^ T cells derived from patients with the relapsing-remitting form of MS (RRMS)^4^,^5^. NR4A2 upregulation was also observed in CD4^+^ T cells infiltrating the central nervous system (CNS) and in peripheral blood of mice with experimental autoimmune encephalomyelitis (EAE), an animal model of MS^4^,^6^. This transcription factor was first described as an immediate/early response gene necessary for the development of neurons and their excitatory activity^7^,^8^,^9^. However, its role as an early response gene in CD4^+^ T-cell activation^6^, including Foxp3^+^ regulatory T cells^10^, has been recently demonstrated.

We have previously revealed that NR4A2 plays a critical role in the production of interleukin (IL)-21 and IL-17 from Th17 cells^6^. Consistently, small interfering RNA (siRNA)-induced inhibition of NR4A2 expression ameliorated the signs of EAE, showing that Th17 cell-mediated acute inflammation in EAE is under the control of NR4A2. To further establish the role of NR4A2 in autoimmune inflammation, we generated conditional knockout (cKO) mice whose expression of NR4A2 is deleted under the control of CD4 expression in all T cells. As expected, the new NR4A2 cKO mice developed only very mild signs of early/acute EAE. However, to our great surprise, clinical signs of EAE in the mice worsened rapidly around 3–4 weeks after sensitization, reaching equivalent levels to those in the control mice, and persisted over months thereafter. We postulated that the late/chronic stage of this EAE model does not require NR4A2-dependent Th17 cells, although NR4A2-expressing CD4^+^ T cells do play a major role in the early/acute phase. These results prompted us to examine the differences between early/acute and late/chronic inflammation in EAE. Subsequently, we found that inflammatory CD4^+^ T cells in the CNS during late/chronic EAE strikingly upregulated the T-box transcription factor Eomesodermin (Eomes)^11^,^12^. Studies using Eomes KO mice and *Eomes*-specific siRNA knockdown revealed that this transcription factor is critically involved in the development of the late/chronic stage of EAE induced in NR4A2 cKO mice.

MS is an autoimmune disease driven by invasion of autoimmune Th1 and Th17 cells into the CNS^13^,^14^. An inflammatory cascade triggered by entry of such pathogenic T cells promotes demyelination and axonal changes characteristic of MS lesions^15^,^16^,^17^. In the early stage, most patients have RRMS with recurrent disabling neurological symptoms. A majority of RRMS patients later develop a chronic progressive disease without signs of relapses, known as secondary progressive MS (SPMS)^18^,^19^,^20^. Reflecting the limited understanding of the pathogenesis, treatment and control of SPMS are challenging for both patients and physicians. Given the homology in the clinical picture between SPMS and late/chronic EAE, we have explored whether or not Eomes^+^ CD4^+^ T cells might be also involved in the pathogenesis of SPMS. Consistently, we found that Eomes^+^CD4^+^ T cells were remarkably increased in the peripheral blood and cerebrospinal fluid (CSF) of SPMS patients, compared with healthy subjects and patients with RRMS. Eomes^+^CD4^+^ T cells derived from rodent EAE and human MS were found to share some properties of cytotoxic CD8^+^ T cells, such as granzyme B expression and degranulation on activation as revealed by surface CD107a expression.

It has recently been described that granzyme B could mediate perforin-independent neurotoxicity caused by activated T cells^21^. In this model of neurotoxicity, granzyme B binding to protease-activated receptor (PAR)-1 expressed on neuronal cells triggers neurodegeneration, following an increased expression of the potassium channel Kv1.3 and activation of Notch-1. Surface expression of Kv1.3 on neuronal cells is not detected under a physiological condition, but could be detected in cortical neurons adjacent to the active inflammatory lesions of MS^21^. To test whether or not Eomes^+^ CD4^+^ T cells could induce chronic neuroinflammation via a similar mechanism dependent on granzyme B and PAR-1, we treated the late/chronic phase of EAE with granzyme B-specific siRNA or with PAR-1 antagonists. The results showed that blockade of granzyme B and PAR-1 were both effective for reducing the signs of late/chronic EAE. As such, identification of Eomes^+^ CD4^+^ T cells as pathogenic lymphocytes in chronic CNS inflammation has a major implication in understanding the chronic CNS inflammation and designing a novel effective therapy for SPMS.

## Results

### EAE consists of NR4A2-dependent and -independent phases

As siRNA blockade of NR4A2 expression led to a great reduction of IL-17 production from Th17 cells^4^,^6^, we set out to further investigate the biological significance of NR4A2 in autoimmune inflammation. We generated a cKO mouse on the B6 background with a CD4-specific deletion of *nr4a2* (NR4A2 cKO). When these mice and control mice were immunized with MOG_35–55_ peptide to induce EAE (Fig. 1a), NR4A2 cKO mice showed a significantly delayed EAE onset and had very low clinical severity during the early/acute phase as compared with NR4A2 replete B6 mice (Control). This is consistent with the postulate that NR4A2 expressed by Th17 cells plays a critical role in initiating the early/acute phase of EAE. Surprisingly, around a month after immunization, clinical signs of NR4A2 cKO mice rapidly increased. Afterwards, both Control and NR4A2 cKO mice had a similar course of EAE with equivalent disease severity. Pathological evaluation (Fig. 1b) revealed a reduced cellular infiltration in NR4A2 cKO versus Control mice during early/acute phase EAE, but not during late/chronic phase, consistent with the results of clinical scoring. Flow cytometric analyses for intracellular IL-17 and interferon (IFN)-γ also demonstrated that numbers of Th17 cells infiltrated into the CNS are greatly reduced in NR4A2 cKO compared with control B6 mice during the early/acute phase of EAE (Day 17) (Fig. 1c), although the difference was not evident during chronic phase. Moreover, *ex vivo* cytokine production from the isolated CNS lymphocytes was consistent with the flow cytometery data (Supplementary Fig. 1A,B). The reduction of early/acute phase in the cKO mice was as expected, given the role of NR4A2 in pathogenic functions of Th17 cells^6^. However, preservation of the late/chronic phase was surprising, because suppression of acute inflammation is generally thought to prevent subsequent occurrence of chronic inflammation. Taken together, we propose that clinical stages of MOG_35–55_-induced EAE can be separated into two phases: an NR4A2-dependent early/acute phase and an NR4A2-independent late/chronic phase.

### *Eomes expression by CD4* ^*+*^ *T cells in late/chronic EAE*

To elucidate potential pathogenic mechanisms operating in the late/chronic phase of EAE, we analysed gene expression profiles of CNS-infiltrating CD4^+^ T cells. 

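Sorted CNS CD4+ T cells were profiled on 6 Affymetrix GeneChip mouse genome arrays, with 2 arrays in each of 3 groups. The groups were control mice in the early/acute phase (day 18), control mice in the late/chronic phase (day 32) and NR4A2 cKO mice in the late/chronic phase (day 32). The early/acute NR4A2 cKO group of Fig. 2a was not analysed here. Of 14 listed genes of the CD4 T-cell core, 13 were measured and none passed the test in any comparison. Cd3d, a chain of the T-cell receptor complex, read 9.93 and 10.23 on the log2 scale in early control, 10.29 and 10.47 in late control, and 9.78 and 10.02 in late NR4A2 cKO.

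The authors compiled the arrays with GCOS, which gives a background-corrected intensity for each probe set on a linear scale. These values had not been brought to a common level between arrays, and their 75th percentile ranged from 4.01 on late NR4A2 cKO replicate 1 to 26.9 on late control replicate 2. Each array was therefore scaled to the same 75th percentile. Scaled values under the pooled 20th percentile (1.064) were raised to it, which is 0.09 after taking log2. Probe sets with at least 2 of the 6 arrays above the pooled 40th percentile were kept, which left 34009 probe sets covering 15380 named genes. All 6 arrays entered one limma fit with an intensity trend in the variance, p-values were adjusted over all probe sets tested, and the threshold was an adjusted p of 0.05. The p-values measure the spread between these samples only, because neither the paper nor the labels say whether the replicates are separate mice or pools. The number of arrays limits the precision.

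Late NR4A2 cKO replicate 1 stood apart from the other arrays. It was scaled up by a factor of 4.54, against 0.678 to 1.29 for the others. The ratio of the 3′ to the 5′ signal of Gapdh was 2.13 on this array and 0.833 to 0.955 on the others. Its mean Pearson correlation with the other arrays, taken across probe sets (which are not independent replicates), was 0.716, against 0.814 to 0.847 for the others.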

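In control mice, CNS CD4+ T cells of the late/chronic phase carried less RNA for Penk, Il3 and Cd83 and more for Ecm1 and Satb1 than those of the early/acute phase. Penk, which encodes proenkephalin, fell by 5.65 on the log2 scale (standard error 0.49, adjusted p = 0.000856 from limma), from 9.19 and 7.72 on the early control arrays to 2.22 and 3.39 on the late control arrays. Il3, a haematopoietic growth factor, fell by 4.34 (adjusted p = 0.00847 from limma), and Cd83, a surface marker of activated lymphocytes, fell by 4.01 (adjusted p = 0.00966). Ecm1, a secreted matrix protein, rose by 4.03 (adjusted p = 0.0339 from limma), and Satb1, a chromatin organizer of T cells, rose by 2.75 (adjusted p = 0.0285). S100a6 and Emb, a calcium-binding protein and an adhesion molecule, were also higher, with log2 differences of 2.95 and 2.41. Gpld1, a phospholipase, was higher by 2.08, and Tnfrsf13c, the receptor of BAFF, the phosphotriesterase-related Pter and the growth factor-binding protein Igfbp7 were lower by 4.30, 3.72 and 3.51 (adjusted p = 0.0445, 0.0283, 0.0117 and 0.0124 from limma). In this comparison 10 probe sets were higher and 30 lower in late control. At an unadjusted p under 0.05 there were 894 higher and 917 lower, where chance alone would give 1700 in all. Past the threshold, the split was 134 and 136 with array weights and 91 and 70 with only the compared groups in the fit. Lower ones stayed in excess with quantile normalization (4 and 8) and a robust prior (28 and 46). The excess of lower probe sets thus depends on the setting.

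Late NR4A2 cKO cells, set against the same early control arrays, had more RNA for the type 2 cytokine Il4. Its log2 difference was 4.90 (standard error 0.56, adjusted p = 0.0102 from limma), from 3.63 and 3.52 to 7.67 and 9.29. Il13, another type 2 cytokine, rose by 5.78 (adjusted p = 0.0104 from limma). Lta, the gene of lymphotoxin-α, fell by 4.28 and the chemokine Ccl5 by 3.07, each with an adjusted p of 0.0102 from limma. A total of 4 probe sets were higher and 11 lower, with 876 higher and 1513 lower at an unadjusted p under 0.05. With both late groups set together against early control, no probe set was higher and 6 were lower by limma. At an unadjusted p under 0.05 there were 689 higher and 721 lower, fewer than the 1700 in all that chance alone would give. The 6 included Irf8, an interferon-regulated transcription factor (log2 difference −2.71, adjusted p = 0.0487), Lta (−2.75), the actin-bundling protein Fscn1 (−2.59), the peroxisomal transporter Abcd3 (−1.96) and the adhesion molecule Mpzl2 (−3.16). Cxcl3 and Cysltr2, a chemokine and a leukotriene receptor, had the log2 differences 3.49 and 3.40 there and did not pass (adjusted p = 0.202 and 0.223 from limma).

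Gene lists gave the following in late against early control. Of 17 measured immediate early genes, Nr4a3 (−3.74) and Egr3 (−3.11) fell, none rose and 15 did not pass, with 1 higher and 5 lower when adjusted over the list alone. The list shifted down by limma's camera test (adjusted p = 0.00488; adjusted p = 0.686 with an estimated correlation). Of 18 cytotoxicity genes, Fasl (−2.68) and Serpinb9 (−4.70) fell, none rose and 16 did not pass, with 1 higher and 5 lower when adjusted over the list alone. Fasl encodes Fas ligand and Serpinb9 an inhibitor of granzyme B (camera from limma, down, adjusted p = 0.0176; adjusted p = 0.834 with an estimated correlation). None of 15 Th17 genes passed, and 7 were higher and 2 lower when adjusted over the list alone. Il17a had a log2 difference of 4.67 (adjusted p = 0.589 from limma) and Ltb4r1, a leukotriene receptor, one of 5.19 (adjusted p = 0.145). These moved to between 1.49 and 7.86 and between 2.93 and 7.45 when 1 array was left out, and Ltb4r1 passed without early control replicate 1 (adjusted p = 0.03 from limma). The Th17 list as a whole shifted up by camera from limma (adjusted p = 0.000147; adjusted p = 0.718 with an estimated correlation). None of 24 proliferation genes passed, and none did when adjusted over the list alone (camera from limma, down, adjusted p = 0.0176; adjusted p = 0.834 with an estimated correlation). Their median log2 difference was −0.27.

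None of 15 genes of the type I interferon response passed in either late group. When adjusted over the list alone, 1 was lower in late control and 4 in late NR4A2 cKO. The list shifted down by camera from limma in late control (adjusted p = 0.0176; adjusted p = 0.718 with an estimated correlation) and in late NR4A2 cKO (adjusted p = 1.89e-06; adjusted p = 0.46 with an estimated correlation). Zbp1, an interferon-induced sensor of nucleic acid, differed by −1.88 in late control and Xaf1, another interferon-induced gene, by −2.76 in late NR4A2 cKO (adjusted p = 0.146 and 0.207 from limma). Without late NR4A2 cKO replicate 1 the difference of Zbp1 in late control stayed −1.88 and that of Xaf1 in late NR4A2 cKO was −2.37. None of 17 glycolysis and hypoxia genes passed in late NR4A2 cKO, and none did when adjusted over the list alone. That list also shifted down by camera from limma (adjusted p = 4.07e-05; adjusted p = 0.907 with an estimated correlation), and without the array of late NR4A2 cKO replicate 1 its adjusted p was 0.847. Bnip3, a hypoxia-induced mitochondrial protein, read 6.38 on that array and 10.08 on the other of its group. With both late groups together, the camera calls from limma were the immediate early list (down, adjusted p = 0.00328), the cytotoxicity list (down, 0.00763), the Th17 list (up, 0.00197), the interferon list (down, 1.74e-06) and the glycolysis list (down, 0.00103). With an estimated correlation their adjusted p-values were 0.364, 0.646, 0.646, 0.364 and 0.691.

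Several of these list calls ended when 1 array was left out. In late against early control, the adjusted p of camera from limma for the cytotoxicity list was 0.304 without early control replicate 1, 0.0696 without late control replicate 2, and 0.14 and 0.15 without late NR4A2 cKO replicates 1 and 2. For the proliferation list it was 0.586 without late control replicate 1 and 0.741 without early control replicate 2, and for the interferon list 0.347 without early control replicate 2 and 0.328 without late control replicate 2. With both late groups together, the adjusted p of camera from limma for the cytotoxicity list was 0.442 without early control replicate 1, and 0.053 and 0.14 without late NR4A2 cKO replicates 1 and 2. For the Th17 list it was 0.83 without early control replicate 2 and 0.104 without late NR4A2 cKO replicate 2, and for the glycolysis list 0.206 without late NR4A2 cKO replicate 1.

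Without the filter on dim probe sets, or without the intensity trend, no probe set passed limma's threshold in any comparison. In late against early control, 2431 and 2019 then had an unadjusted p under 0.05, where chance alone would give 2252 and 1700. That comparison gave 1 probe set without late control replicate 1 or early control replicate 2, 5 without late control replicate 2, 13 without early control replicate 1, 95 without late NR4A2 cKO replicate 2 and 117 without late NR4A2 cKO replicate 1. Without late NR4A2 cKO replicate 1 the other comparisons with early control gave 15 (NR4A2 cKO) and 24 (both late groups), without its replicate 2 they gave 1767 and 303, and without any 1 of the control arrays they gave 0 to 2. Signals of Penk, Il3, Cd83, Nr4a3, Egr3, Fasl, Serpinb9, Tnfrsf13c and Pter in late control, of Il13, Cxcl3, Cysltr2, Il17a and Ltb4r1 in early control, and of Ccl5, Mpzl2, Cysltr2 and Xaf1 in late NR4A2 cKO were not above the 95th percentile of 44 olfactory receptor probe sets on both arrays of the group. That percentile was chosen as a background after the data were examined, and the sizes of these differences are therefore not exact.

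**Figure D1:**
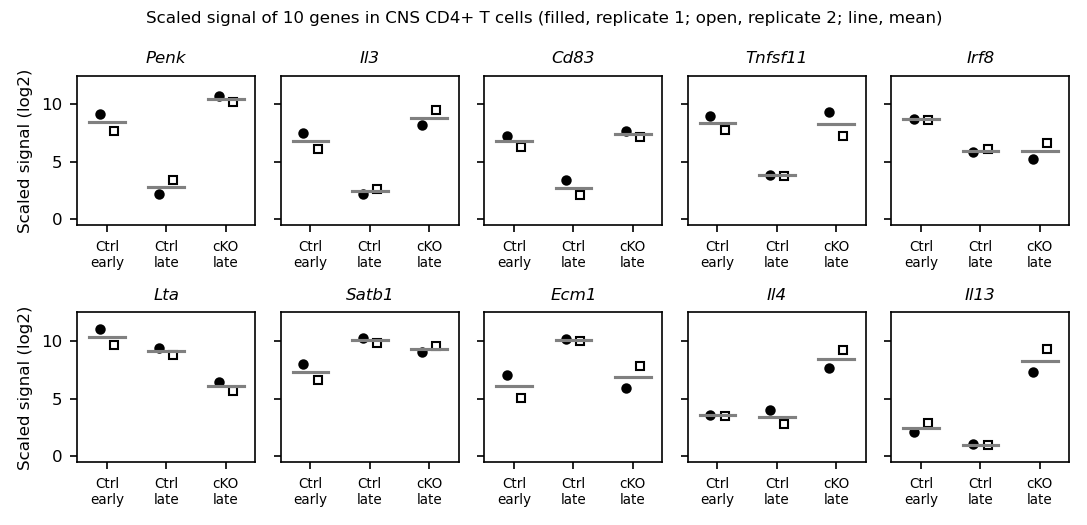
Scaled signal (log2) of 10 genes in CNS CD4+ T cells of control mice in the early/acute and late/chronic phases and of NR4A2 cKO mice in the late/chronic phase. Points are single arrays, 2 in each group, and lines are group means. Penk, Il3 and Cd83 are lowest in late control, and Il4 and Il13 are highest in late NR4A2 cKO.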

DNA microarray analysis followed by real-time PCR confirmation has revealed a number of immune-related genes that are differentially expressed during early/acute and late/chronic phases (Fig. 2a,b). This analysis highlighted the expression of the *Eomes* gene (*Tbr2*) by CNS-infiltrating CD4^+^ T cells as being upregulated during the late/chronic phase of EAE in control and NR4A2 cKO mice. 

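Eomes, a T-box transcription factor of cytotoxic lymphocytes, gave a low signal on all 6 arrays. Its probe set with the higher mean read 2.74 and 3.42 on the log2 scale in early control, 2.43 and 0.09 in late control, and 3.26 and 1.89 in late NR4A2 cKO, where 0.09 is the floor. The log2 difference of late control from early control was −1.82 (standard error 1.06, 95% interval −4.12 to 0.49, adjusted p = 0.98 from limma). That of late NR4A2 cKO from early control was −0.50 (standard error 1.06, 95% interval −2.81 to 1.81, adjusted p = 0.941 from limma). The late groups differed by 1.32, higher in NR4A2 cKO (standard error 1.06, adjusted p = 0.656 from limma), and both together differed from early control by −1.16 (standard error 0.92, adjusted p = 0.996). The other Eomes probe set read 2.95 and 3.28, 0.09 and 1.67, and 3.65 and 0.09 in the same order of groups, with log2 differences from early control of −2.24 in late control and −1.25 in late NR4A2 cKO (adjusted p = 0.976 and 0.844 from limma).

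The signal of 44 probe sets for olfactory receptors, genes of sensory neurons that were chosen as a background after the data were examined, was set beside Eomes. Each Eomes probe set was above the 95th percentile of these probe sets on 1 of 6 arrays, that of early control replicate 2. Eomes was thus at the level of background on the other 5 arrays, so changes of its RNA below or up to that level were not detectable, and the differences and intervals above are not exact for its RNA. NK-cell markers, a list that holds Eomes, had 5 measured genes, none of which passed.

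The paper states that Eomes was upregulated in the late phase from its array analysis and from qRT-PCR (Fig. 2b). It then recalls that cytotoxic CD8+ T cells and natural killer cells express this factor, and turns to flow cytometry for the protein in CD4+ T cells.

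**Figure D2:**
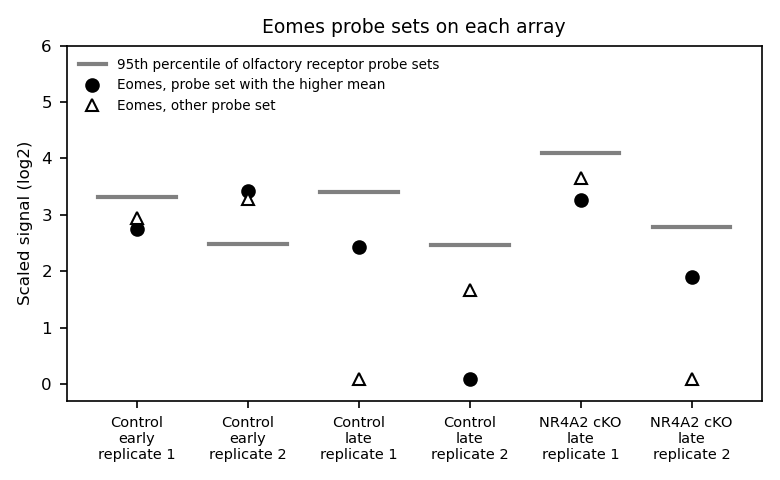
Scaled signal (log2) of the Eomes probe sets on each of 6 arrays, with the 95th percentile of 44 olfactory receptor probe sets on the same array as a grey line. Both Eomes probe sets lie above the line on early control replicate 2 and below it on the other 5 arrays.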

Although it has been broadly appreciated that cytotoxic CD8^+^ T cells and natural killer cells express this transcription factor^11^,^12^, *Eomes* expression by CD4^+^ T cells in the context of autoimmune inflammation has not been previously described to our knowledge. Flow cytometric analysis further revealed that proportions of CD4^+^ T cells expressing the Eomes protein are increased in chronic EAE lesions (Day 28) as compared with acute lesions (Day 17) (Fig. 2c,d). Signs of chronic EAE in both Control and NR4A2 cKO mice were persistent over months; analysis of CNS lymphocytes 15 weeks after immunization has revealed that Eomes^+^ CD4^+^ T cells, including those producing IFN-γ, are present in the chronic lesions (Supplementary Fig. 2). Although it was not emphasized in previous works, small numbers of Eomes^+^ CD4^+^ T cells are present in the lymphoid tissues from naïve mice (Supplementary Fig. 3A,B). We were curious to know whether Eomes^+^ CD4^+^ T cells actually resembled either Th1 or Th17 cells that play a pathogenic role in EAE. As previously described, pathogenic Th17 cells did not or only marginally expressed the CD27 costimulatory molecule, which mediates repression of Th17 cell functions via interaction with CD70 (ref. 22). However, Eomes^+^CD4^+^ T cells in the EAE lesions brightly expressed CD27. In accordance with this, they did not elaborate IL-17, although a proportion of the cells produced IFN-γ (Fig. 2e,f). Pathogenic Th17, but not Th1 cells, express CD11a, which is an adhesion molecule also expressed by tissue-resident memory CD4^+^ T cells^23^,^24^. The Eomes^+^CD4^+^ T cells expressed higher levels of CD11a than Eomes^−^ cells (Fig. 2g).

### *Eomes* ^*+*^ *CD4* ^*+*^ *T cells are required for late/chronic EAE*

To evaluate the role of Eomes during late/chronic EAE, we applied RNA interference to specifically block *Eomes* expression *in vivo*. Systemic administration of *Eomes*-specific siRNA after the peak of acute EAE (Day 15) significantly suppressed the severity of late/chronic EAE in NR4A2 cKO mice (Fig. 3a), as compared with administration of control siRNA. This siRNA treatment also reduced the clinical signs of late/chronic EAE in control B6 mice, albeit with a much reduced efficacy. These results suggested that Eomes upregulation might play a role in the formation of chronic CNS inflammation. Using mice with an *Eomes* deletion in T cells (under control of *CD4-cre*, termed Eomes cKO), we next tested whether or not *Eomes* expression by CD4^+^ T cells is required for mediating late/chronic EAE. The Eomes cKO mice immunized with MOG_35–55_ showed reduced EAE symptoms during the late/chronic stage, although only a marginal reduction was observed during early/acute EAE (Supplementary Fig. 4). We further generated double KO (DKO) mice, lacking both Eomes and NR4A2 in T cells (NR4A2/Eomes DKO), to assess the role of Eomes in the absence of NR4A2. In the DKO mice, signs of early/acute EAE did not differ from those in NR4A2 cKO mice. Strikingly, we found that late/chronic stage of EAE was markedly reduced in the DKO mice compared with NR4A2 cKO (Fig. 3b). This reduction in severity of EAE in the absence of Eomes was not a consequence of enhanced development of regulatory T cells expressing Foxp3 or producing IL-10 (Supplementary Fig. 5A,B). Taken together, we propose that the development of late/chronic EAE is promoted by pathogenic Eomes^+^CD4^+^ T cells infiltrating the CNS.

### *Eomes* ^*+*^ *T cells augment CNS inflammation on transfer*

As Eomes is reported to control IFN-γ production and cytotoxic function in CD8^+^ T cells^11^,^12^, and our KO system deleted *Eomes* from both CD4^+^ and CD8^+^ T cells, it was possible that a reduced production of IFN-γ from CD8^+^ T cells might account for the reduction in late/chronic disease in NR4A2/Eomes DKO mice. Therefore, we examined the IFN-γ-producing capacity of CNS-infiltrating T cells (Supplementary Fig. 5C,D). In the late/chronic phase of EAE in wild-type mice, the overall proportion of IFN-γ-producing CD8^+^ T cells in the CNS was much lower (<5%) than IFN-γ-producing CD4^+^ T cells. Moreover, despite similar clinical severity, CNS lymphocytes from late/chronic disease in NR4A2 cKO mice contained much higher proportions of IFN-γ-producing CD8^+^ T cells than Control mice (Supplementary Fig. 5C,D). These results were not consistent with the hypothesis that CNS-infiltrated CD8^+^ T cells were involved in the pathogenesis of late/chronic EAE symptoms in an Eomes-dependent manner. Thus, we decided to shift our focus towards investigating the pathogenic potential of Eomes^+^CD4^+^ T cells in the late EAE lesions. Accordingly, we isolated CD4^+^ CNS T cells from control or NR4A2 cKO mice with late/chronic EAE and transferred them into NR4A2 cKO mice that had just started to develop EAE. Although the signs of EAE in control NR4A2 cKO mice remained very mild (clinical score<1.0) over the following week, transfer of as few as 50,000 activated cells from either of the donor genotypes induced a surprisingly rapid worsening of EAE in the recipient mice (Fig. 3c). These T cells from late/chronic CNS lesions appear to require *Eomes* expression to exert the striking pathogenic activity, as similar transfer of CNS CD4^+^ T cells from NR4A2/Eomes DKO mice did not alter the course of EAE in NR4A2 cKO mice (Fig. 3c). We next transferred donor CNS CD4^+^ T cells after separating them into CD27^+^ and CD27^−^ fraction; as Th17 cells obligatory lack CD27, whereas Eomes^+^CD4^+^ T cells all express CD27, this separation enables rough separation of these cell types. Transfer of as few as 30,000 of CD27^+^CD4^+^ T cells from either genotypes provoked worsening of acute EAE in a couple of days (Supplementary Fig. 6A). EAE signs in control NR4A2 cKO mice reached the levels of the mice transferred with CNS CD27^+^CD4^+^ T cells more than 3 weeks later. Mice transferred with CD27^−^CD4^+^ CNS T cells from wild-type mice also induced an exacerbation of EAE, but there was an interval of 1 week between transfer and worsening. In contrast, CD27^−^CD4^+^ CNS T cells from NR4A2 cKO mice had no significant effects on EAE (Supplementary Fig. 6B). These results indicate that the pathogenic CD27^−^CD4^+^ T cells in the late/chronic disease might be NR4A2-expressing Th17 cells. Taken together, we postulated that the highly pathogenic CD27^+^CD4^+^ T cells capable of augmenting signs of EAE corresponded to Eomes^+^CD4^+^ T cells.

### *Cytotoxic properties associated with Eomes* ^*+*^ *T cells*

Unlike pathogenic Th17 cells, Eomes^+^CD4^+^ T cells did not elaborate IL-17 and do not appear to require NR4A2 for their functional maturation. Although the pathogenic functions of Eomes^+^CD4^+^ T cells in autoimmunity have not been previously analysed, expression of Eomes is linked with cytotoxic function in CD8^+^ T cells and natural killer cells. More recently, it has been demonstrated that CD4^+^ Th cells can be reprogrammed to also act as cytotoxic effector T cells by repressing ThPOK, the key transcription factor that stabilizes CD4 lineage^25^. The results of these studies guided us to examine whether or not pathogenic Eomes^+^CD4^+^ T cells express molecules required for exerting cytotoxicity. We observed an increase in the cytotoxic protease granzyme B in CD4^+^ T cells from late/chronic EAE lesions in NR4A2 cKO mice (Fig. 4a). Furthermore, we found that Eomes^+^CD4^+^ T cells from late CNS lesions in NR4A2 cKO underwent lysosome degranulation on stimulation as evidenced by CD107a membrane fusion (Fig. 4b), suggesting that these cells could release lytic granules on activation.

### *Eomes* ^*+*^ *CD4* ^*+*^ *T cells in human MS*

To evaluate whether or not the studies of the late/chronic EAE have implications for human MS, we examined *Eomes* expression by CD4^+^ T cells in peripheral blood mononuclear cells (PBMCs) derived from healthy controls (HCs), or patients with either RRMS or SPMS. Eomes^+^CD4^+^ T cells constituted 2%–12% of total CD4^+^ T cells in the PBMCs from HCs (Fig. 5), consistent with a recent report on human Eomes^+^CD4^+^ T cells in healthy individuals^26^. We observed that proportions (%) of Eomes^+^CD4^+^ T cells among CD4^+^ T cells in RRMS were not significantly different from HCs. However, the % of Eomes^+^ T cells was remarkably increased in patients with SPMS, ranging from 5% to 35%, indicating the striking homology between SPMS and late/chronic EAE. As observed in Eomes^+^CD4^+^ T cells in mice, a proportion of the cells expressed CD11a, and most Eomes^+^CD4^+^ T cells from HCs and RRMS were CD27^+^ (Supplementary Fig. 7A–D). Further, the increase of Eomes^+^ cells in SPMS was CD4^+^ T-cell-specific and was not observed in CD4^−^ T cells (Supplementary Fig. 7E). In addition, *Eomes* expression did not correlate with age, gender, immunomodulatory treatment, or current disability scores in individual patients with SPMS (Supplementary Fig. 7F–H). Previous works showed an association of *Eomes* expression with memory T-cell compartments and their functions^26^,^27^. We also observed an association of activated/memory phenotype (CD45RO^+^CD45RA^−^) with Eomes^+^CD4^+^ T cells (Supplementary Fig. 8). Moreover, proportions of Eomes^+^CD4^+^ T cells were further enriched in the CSF from patients with SPMS as compared with corresponding blood samples (Fig. 6a,b), indicating their propensity for moving to the site of autoimmune inflammation. Regarding the pathogenic functions, we confirmed that human Eomes^+^CD4^+^ T cells from SPMS also exhibited CD107a mobilization on stimulation (Fig. 7a) and expressed cytotoxic markers granzyme B and IFN-γ (Fig. 7b,c). These results indicate that Eomes^+^CD4^+^ T cells may also play a key pathogenic role in SPMS.

### Blocking Granzyme B/PAR-1 ameliorates late/chronic EAE

CD4^+^ memory T cells and CD8^+^ T cells have been reported as mediating cytotolytic effects via granzyme B release^23^,^28^. When we administered siRNA specific for the gene encoding granzyme B, *gmzb*, late/chronic EAE induced in NR4A2 cKO was significantly suppressed (Fig. 8a). As pathogenic NR4A2-dependent Th17 cells, which are able to produce granzyme B^29^, are not present in the late chronic lesions, we postulated that Eomes^+^CD4^+^ T cells could be the major source of granzyme B that promotes development of chronic EAE. Cytotoxic mechanisms using granzymes usually requires co-release of perforin 1 that helps the entry of granzyme into target cells^30^, yet perforin 1 expression was hardly detected in human Eomes^+^CD4^+^ T cells. Curiously, in a recently described mechanism of perforin-independent cytotoxicity against neuronal cell culture^21^, granzyme B acts directly on PAR-1 receptor expressed by neurons, leading to activation of intracellular protease pathways inducing apoptosis. PAR-1 is one of four family members of serine protease activated G protein-coupled receptor. To test whether or not such a mechanism as found *in vitro* could be involved in the pathogenesis of late/chronic EAE mediated by Eomes^+^CD4^+^ T cells, we blocked the activation of PAR-1 receptor *in vivo*, using a PAR-1 antagonist, FR171113 (ref. 31). When we started the treatment at the peak of EAE (Day 17), subsequent development of late/chronic EAE and cumulative disease burden were significantly suppressed in both wild-type mice and NR4A2 cKO mice (Fig. 8b). Similar results were obtained when mice were instead treated with SCH79797 dihydrochloride, a selective inhibitor of PAR-1 (Supplementary Fig. 9). As such, not only blockade of Eomes, but also granzyme B and PAR-1 receptor, led to the amelioration of late/chronic EAE. Given that perforin-independent neuronal death can be mediated by granzyme B/PAR-1 interactions, our results raise the possibility that granzyme B-releasing Eomes^+^CD4^+^ T cells may use such a pathway to cause chronic inflammation in the CNS.

## Discussion

To test a new concept of autoimmunity or to deduce the pathogenesis of autoimmune diseases, EAE models have previously proven to be most useful^15^,^16^,^17^. However, the pathogenesis of chronic CNS inflammation leading to persistent or progressive neurological dysfunctions has not been fully analysed. Here we show that NR4A2 cKO mice immunized with MOG_35–55_ develop late-onset chronic EAE, despite greatly reduced signs of early inflammation. We propose that although early/acute EAE is under control of NR4A2-dependent Th17 cells, the late/chronic EAE is instead dependent on the T-box transcription factor Eomes^11^,^12^, mediated by T cells expressing *Eomes*. Critically, signs of acute and late EAE were greatly inhibited, when expression of both *Nr4a2* and *Eomes* genes were knocked down in T cells (Fig. 3b), indicating a reciprocal involvement of NR4A2 and Eomes in acute and late phases of EAE. The EAE induced in NR4A2 cKO mice allowed us to study the mechanism of chronic CNS inflammation without interference from concomitant acute inflammation mediated by Th17 cells. These mouse EAE studies have implications for human disease as Eomes^+^CD4^+^ T cells resembling those associated with late/chronic EAE were increased in the peripheral blood and CSF from patients with SPMS. The predominance of the Eomes^+^CD4^+^ T cells among the CSF lymphocytes further supported their role in the development of SPMS. A large genome-wide association study has demonstrated a significant link between *Eomes* gene polymorphism and predisposition to MS^32^, providing further support to the translational potential of our results.

*Eomes* is expressed in a proportion of CD4^+^ T cells both in naïve mice (Supplementary Fig. 3) and in healthy human subjects (Fig. 5). However, Eomes has been regarded as a transcription factor predominantly expressed by CD8^+^ T cells, which mediates IFN-γ production and arms T cells with cytotoxic properties^11^,^12^. Reminiscent of this, Eomes^+^CD4^+^ T cells from both EAE lesions and blood of SPMS have potentials to upregulate CD107a and release granzyme B and IFN-γ (Fig. 4). Besides autoimmunity, recent studies have revealed that Eomes^+^CD4^+^ T cells are generated under chronic inflammatory conditions associated with infection or can be induced in tumour microenvironments by immunomodulation^33^,^34^. Mechanistically, persistent T-cell stimulation via strong costimulation through tumour necrosis factor receptor family members, such as CD137 (4-1BB) signals^33^ or a combination of CD134 and CD137 signals^35^, has been shown to induce the Eomes^+^CD4^+^ T cells. Notably, critical roles of CD134L-CD134 and CD137L-CD137 interactions have been demonstrated in EAE^36^,^37^, and an increased level of CD137L was detected in MS patients’ peripheral blood^38^, implying that the costimulatory ligands associated with Eomes induction in CD4^+^ T cells are present in the CNS lesions of EAE and MS.

By extrapolating previous works^39^, transforming growth factor-β-mediated suppression of Eomes is a prerequisite for Th17 cell differentiation, suggesting a mutually exclusive expression of IL-17 and Eomes in Th cells. This would account for the absence of IL-17 production among Eomes^+^CD4^+^ T cells. Instead, Th cells may upregulate expression of Eomes after receiving continuous costimulatory signals concomitant with chronic inflammation *in vivo*^33^,^35^. The *in-vivo* origin of Eomes^+^CD4^+^ T cells is still controversial, as they show a mixed phenotype of Th1 cells and cytotoxic T lymphocytes, producing IFN-γ, expressing CD11a and exerting cytotoxicity. Alterations in ThPOK, the transcription factor that stabilizes CD4 expression and subdues cytotoxic pathways via the silencing of CD8^+^ T-cell differentiation factor Runx3, provide a possible pathway that may lead to *Eomes* expression in Th cells. Reduced expression of *ThPOK* has been shown to reprogramme Th cells to express *Eomes*, granzyme B, perforin and cytotoxic T lymphocyte functions^40^,^41^,^42^,^43^; therefore, marginal downmodulation of ThPOK under chronic inflammatory condition might lead to the acquired expression of *Eomes* in Th cells. It is noteworthy to point out that persistent expression of *Eomes* itself is not necessarily enough to confer pathogenicity, as Th cells isolated from NR4A2 cKO mice at early/acute stage of EAE showed a higher Eomes expression comparable with those observed in CNS-Th cells at later stage of EAE (Fig. 2a). It is likely to be that a further antigenic or even nonspecific activation is required to generate the degranulation, leading to pathogenic effects by these Eomes^+^ Th cells. As Eomes is deleted from both CD4^+^ and CD8^+^ T cells in our KO system, it was conceivable that CD8^+^ T cells could play a pathogenic role in late/chronic disease in an Eomes-dependent manner. Increased target organ-infiltrating CD8^+^ T cells have been observed during late/chronic disease in another model of organ-specific autoimmunity; however, these CD8^+^ T cells showed an exhausted phenotype and were not thought to contribute to persistent inflammation^44^. Indeed, we observed that proportions of IFN-γ-producing CD8^+^ T cells in the late CNS lesions were much lower than expected and our transfer experiments implicated CD4^+^ T cells in late/chronic CNS lesions as highly pathogenic in an Eomes-dependent manner. Thus, although we have not ruled out a disease-modulating property of Eomes^+^CD8^+^ T cells, our data indicated that Eomes^+^ CD4^+^ T cells played a pathogenic role in the late/chronic EAE.

The specific increase of Eomes^+^CD4^+^ T cells in SPMS was unexpected, as the role of T cells in SPMS has not always been highlighted in the past. A limited efficacy of immunomodulatory drugs in SPMS was rather interpreted as an active involvement of innate immune cells^18^. On the other hand, pathological studies emphasized the presence of secondary lymphoid follicles associated with SPMS^20^. Although we do not negate the role of innate immune cells or germinal centre B cells in SPMS, our results clearly point to a key role for cytotoxic CD4^+^ T cells in chronic neuroinflammation and thus direct future research direction towards analysis of Eomes^+^CD4^+^ T cells. In fact, the possible involvement of cytotoxic Eomes^+^CD4^+^ T cells in SPMS hints at a potential reason why current immunomodulatory therapies aimed at conventional pathogenic cells proved ineffective for SPMS^45^. Our proposal that such Eomes^+^ cells are directly cytotoxic to neuronal cells via granzyme B binding and degradation of PAR-1 receptors is supported by our preclinical studies. Thus, we suggest that targeting Eomes^+^CD4^+^ T cells and/or PAR-1 function may yield specific treatments for SPMS. Finally, the accumulation of Eomes^+^CD4^+^ T cells may prove to be a critical milestone in the development of RRMS into SPMS^46^.

## Methods

### Animals and EAE induction

All mice used were aged 6–8 weeks and were maintained in specific pathogen-free conditions in accordance with institutional guidelines. This study was approved by the Committee for Small Animal Research and Animal Welfare (National Center of Neurology and Psychiatry). All efforts were made to minimize animal suffering in clinical disease experiments where five to ten mice were used for scoring in each group. For generation of homozygous floxed *nr4a2* mice (*nr4a2*^*fl/fl*^), briefly the NR4A2 transgene flanked by loxp sites (Supplementary Fig. 10) was microinjected into C57/BL/6 embryonic stem cells; founder lines were mated to generate homozygous *nr4a2*^*fl/fl*^ mice and neomycin cassettes were removed by intercrossing with C57BL/6 FLPe mice (Riken BRC, Tsukuba, Japan). CD4-specific cKO animals were obtained by mating with C57BL/6 *CD4-Cre* mice (Taconic, Germantown, NY, USA) and backcrossing with *nr4a2*^*fl/fl*^, to obtain C57BL/6 *Cre-CD4 nr4a2*^*fl/fl*^ (refs 47, 48). *eomes*^*fl/fl*^ mice, purchased from Jackson Laboratories, were crossed with *Cre-CD4* and *Cre-CD4/nr4a2*^*fl/fl*^ mice, to generate Eomes cKO and NR4A2/Eomes DKO. For EAE induction, mice were injected subcutaneously with 100 μg MOG_35–55_ peptide (synthesized by Toray Research Center, Chūō-ku, Tokyo, Japan) and 1 mg heat-killed *Mycobacterium tuberculosis* H37RA emulsified in complete Freund’s adjuvant (Difco, KS, USA). One hundred nanograms of Pertussis toxin (List Biological Laboratories, CA, USA) was injected intraperitoneally on days 0 and 2 after immunization. EAE was clinically scored daily (0, no clinical signs; 0.5, tail weakness; 1, partial tail paralysis; 1.5, severe tail paralysis; 2, flaccid tail; 2.5, flaccid tail and hind limb weakness; 3, partial hind limb paralysis; 4, total hind limb paralysis; 5, hind and fore leg paralysis). For transfer EAE, sorted CNS T cells were activated *in vitro* with anti-CD3/antiCD28 for 24 h before intravenous (i.v.) transfer. For *invivo* systemic siRNA treatment, mice received i.v. 40 μM Eomes-specific siRNA (sequence 5′- ggctcttatttctactcatUU -3′; synthesized by Koken, Bunkyō-ku, Tokyo, Japan) or negative control siRNA stabilized with an AteloGene collagen systemic kit (Koken). To block PAR-1 receptors, mice were treated with 5 mg kg^−1^ intraperitoneal FR171113 (Sigma-Aldrich, Tokyo, Japan) in 0.5% carboxymethyl cellulose (Sigma-Aldrich); control vehicle was carboxymethyl cellulose alone.

### Cell isolation and purification

Single-cell splenocyte and lymph node cell suspensions were generated by mechanical disruption of tissues. CNS-infiltrating lymphocytes were isolated from the spinal cords and brains as previously described^49^,^50^. Briefly, the tissue was cut into small pieces and digested for 40 min at 37 °C in RPMI 1640 media (Invitrogen, Tokyo, Japan) supplemented with 1.4 mg ml^−1^ collagenase H and 100 μg ml^−1^ DNase I (Roche Diagnostics, Tokyo, Japan). Resulting tissue homogenates were forced through a 70-μm cell strainer and leukocytes were enriched using a discontinuous 37%/80% Percoll density gradient centrifugation (GE Healthcare Life Sciences, Tokyo, Japan). For transfer, CNS-infiltrating T cells were stained and purified using FACS sorting with a FACS ARIA II (BD Cytometry Systems, NJ, USA), before overnight restimulation with anti-CD3 and anti-CD28 antibodies (2C11 Hybridoma and Biolegend, Bunkyō-ku, Tokyo, Japan), and transferred by i.v. injection into immunized recipient mice.

### Microarray analysis

Expression microarrays were carried out on sorted CNS T cells using GeneChip Mouse Genome 430 2.0 Arrays prepared using a GeneChip 3′ IVT express Kit and a GeneChip Hybridization, Wash, and Stain Kit (all from Affymetrix, Tokyo, Japan) according to manufacturer’s instructions. Arrays were washed using a GeneChip Fluidics Station 450 and scanned using a GeneChip Scanner 3000 7G. Array data were compiled using Affymetrix GCOS software and analysed with GeneSpring GX software (Agilent Technologies, Santa Clara, CA).

### Human samples

The study protocol was approved by the Ethics Committee of National Center of Neurology and Psychiatry and written informed consent was obtained from all subjects. Blood samples from patients or healthy volunteers were collected in heparinized tubes and PBMCs were separated by underlaying a Ficoll gradient (Ficoll Paque Plus, GE Healthcare) and cetrifugation at 400*g* for 30 min. CSF cells were collected from freshly withdrawn CSF from SPMS volunteers by centrifugation at 600g.

### Assessment of cell function

Culture media used was DMEM supplemented with 10% FCS, 2 mM L-glutamine, 100 U ml^−1^ of penicillin–streptomycin and 50 μM 2-mercaptoethanol (all from Invitrogen). Where indicated, cells were activated with 2 μg ml^−1^ immobilized anti-CD3 mAb (2C-11) and 1 μg ml^−1^ anti-CD28 mAb (Biolegend). Cytokine concentrations in supernatants after stimulation were measured by FlowCytomix cytometric bead array (eBioscience, San Diego, CA, USA) according to the manufacturer’s instructions. For intracellular staining, cells were restimulated with 5 ng ml^−1^ PMA and 500 ng ml^−1^ ionomycin (both Sigma-Aldrich) in the presence of Golgi Stop (BD Biosciences) for 5 h, before surface staining and fixing/intracellular staining using a eBioscience Foxp3 staining kit according to manufacturer’s instructions. For CD107a antibody membrane trapping, cells were stimulated with anti-CD3/anti-CD28 antibodies in the presence of an anti-CD107a-flourochrome-conjugated antibody and GolgiPlug (BD Biosciences). Flow cytometry data were aquired using a FACS Canto II or FACS ARIA II (BD Cytometry Systems) with FACS DIVA software. Antibodies for flow cytometry were sourced from BD Biosciences, BioLegend or eBioscience as listed in Supplementary Tables 2 and 3. For quantification of messenger RNA transcripts, total RNA was extracted from cell populations using an RNeasy Mini Kit or FastLane kit (Qiagen, Chūō-ku, Tokyo, Japan) according to the manufacturer’s instructions and complementary DNA was then generated using a first-strand cDNA Kit (Takara, Otsu, Shiga, Japan). Quantified real-time PCR using either a Light Cycler-FastStart DNA Master SYBR Green I kit with a LightCycler instrument (Roche Diagnostics) or a Power SYBR green master mix with an ABI 7300 real-time PCR instrument (Applied Biosystems, Warrington, UK) was performed using commercial primers (Quantitech primers, Qiagen) and gene expression values were normalized to the expression of the *GAPDH*, *HPRT1* or *β2M* housekeeping genes.

## Additional information

**Accession codes:** Accession number for the microarray GSE72301.

**How to cite this article:** Raveney, B. J. E. *et al*. Eomesodermin-expressing T-helper cells are essential for chronic neuroinflammation. *Nat. Commun.* 6:8437 doi: 10.1038/ncomms9437 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-10 and Supplementary Tables 1-3

## Figures and Tables

**Figure 1:**
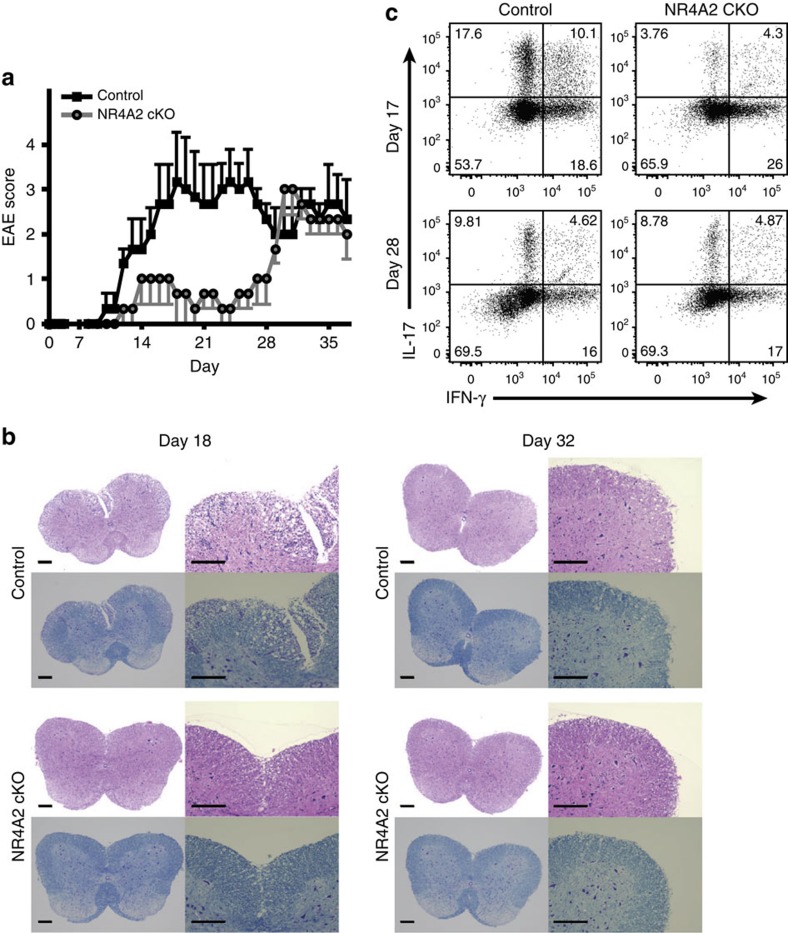
Mice lacking NR4A2 in CD4^+^ T cells are protected from early/acute EAE but develop late/chronic EAE signs. (**a**) Clinical EAE score. Disease scoring for control NR4A2^fl/fl^ (Control, black squares) and Cre-CD4/NR4A2^fl/fl^ (NR4A2 cKO, grey circles). The mice with C57BL/6 background were immunized with MOG_35–55_ peptide emulsified in complete Freund’s adjuvant. Error bars represent s.e.m. (**b**) Histopathology of EAE. The spinal cords were fixed in formal-saline, paraffin embedded and sectioned before microphotography. Panels show adjacent sections from a representative mouse stained with haematoxylin and eosin (top row) or Luxol fast blue (bottom row) at × 4 (left) or × 10 (right) magnification; top panels are from a control mouse and bottom panels are from a NR4A2 cKO mouse; left panels are from day 18 post EAE induction, right panels are from day 32 post EAE induction from 1 of 2 independent experiments. Scale bars, 200 μm. (**c**) IL-17 and IFN-γ production by CNS CD4^+^ T cells as measured by intracellular cytokine staining following PMA/ionomycin stimulation in the presence of GolgiPlug for 5 h. The cells were isolated by enzymatic digestion of pooled CNS tissues during either early (Day 17) or late phase (Day 28) of EAE. Data are representative of at least three independent experiments, each using pools of three to five mice for each genotype and time point.

**Figure 2:**
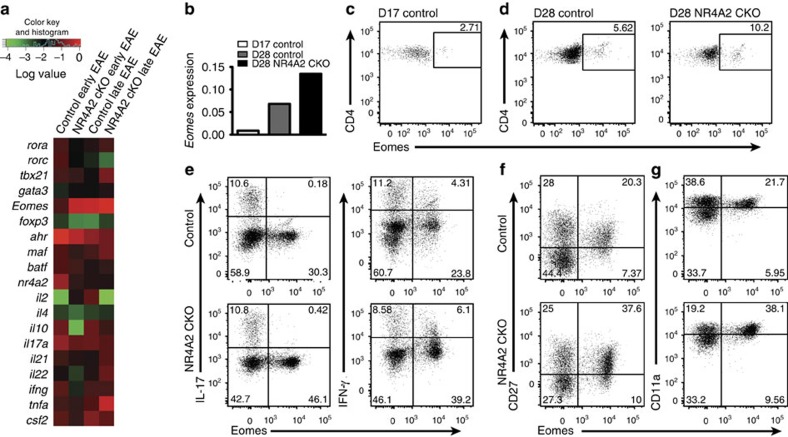
Late/chronic EAE is associated with *Eomes* expression by pathogenic CNS-infiltrating CD4^+^ T cells. (**a)** Differential expression of immune-associated genes. CD4^+^ T cells were isolated and sorted from control and NR4A2 cKO CNS from mice with early or late EAE, and analysed by expression microarray. Gene expression was confirmed by quantitative reverse transcriptase–PCR (qRT–PCR) and relative expressions of selected genes are summarized by heat map. (**b**) Differential expression of *eomes* in the CNS CD4^+^ T cells determined by qRT-PCR. (**c**,**d**) Intracellular flow cytometry for Eomes expression of freshly isolated CNS T cells. Unstimulated cells were stained intracellularly. (**e**–**g**) Flow cytometric analyses for co-expression of IL-17, IFN-γ, CD27 and CD11a, with Eomes in CD4^+^ CNS-infiltrating T cells (Day 27). The cells were stained after stimulation with PMA/ionomycin in the presence of GolgiPlug for 5 h. FACS staining plots are representative of at least three independent EAE experiments.

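On the arrays, CNS CD4+ T cells of late NR4A2 cKO mice had more RNA for Gata3, Il4 and Csf2 than those of late control. The late NR4A2 cKO cells had less for Rora and, by its probe set with the higher mean, Il21. Gata3, the transcription factor of type 2 helper cells, read 5.03 and 5.58 on the log2 scale in early control, 2.05 and 4.01 in late control, and 7.43 and 7.96 in late NR4A2 cKO. Its log2 difference between the late groups was 4.67 (standard error 0.56, adjusted p = 0.00289 from limma). Il4 was higher in late NR4A2 cKO than in late control by 5.04 (adjusted p = 0.0017 from limma) and Csf2, the gene of GM-CSF, by 4.40 (adjusted p = 0.00515). Rora, a transcription factor of Th17 cells, differed by −2.35 (adjusted p = 0.0181 from limma) and the cytokine Il21 by −4.39 (adjusted p = 0.0323). The other Il21 probe set read 30.9 and 19.67 in late control and 0.52 and 29.34 in late NR4A2 cKO, as scaled signal before log2. Of the late arrays, it was thus low only on the dim one of late NR4A2 cKO replicate 1.

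For the heat map, 17 genes were analysed here. Between the late groups 3 genes were higher in NR4A2 cKO, 2 were lower and 12 did not pass, with 5 higher and 4 lower when adjusted over the list alone. None of the 17 passed in late against early control, with 6 higher and 5 lower when adjusted over the list alone, and the median log2 difference (−0.82) and the mean (0.12) differed in sign. In late NR4A2 cKO against early control Il4 was higher and 16 did not pass, with 5 higher and none lower when adjusted over the list alone. With both late groups against early control none passed, and 4 were higher and none lower when adjusted over the list alone. The study chose this list on these samples, so its counts are not independent evidence of a direction.

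Nr4a2 read 6.00 and 5.68 in early control, 4.22 and 2.92 in late control, and 5.24 and 7.23 in late NR4A2 cKO. All 6 of its probe sets were higher in late NR4A2 cKO than in late control, and 1 passed, with a log2 difference of 2.86 (adjusted p = 0.0149 from limma). The deletion removes exons 3 and 4 (Supplementary Fig. 10), and probe sets at the 3′ end may lie outside it, so these values do not check the knockout. Il17a read 8.76 and 2.39 in early control, 11.58 and 8.92 in late control, and 5.17 and 3.26 in late NR4A2 cKO. Its difference between the late groups was −6.04 (adjusted p = 0.118 from limma), and −7.37 to −4.71 when 1 array was left out. Batf, a transcription factor of Th17 cells, differed from early control by 1.78 in late control and by 2.46 in late NR4A2 cKO (adjusted p = 0.199 and 0.0792 from limma). The log2 differences of Tbx21 were −1.26 and −0.95 and those of Tnf −0.98 and −1.30 in the same order, all with adjusted p-values from limma of 0.7 or more. Maf differed by 3.68 and −0.07 (adjusted p = 0.322 and 0.994 from limma) and Ifng by −2.33 and −0.43 (adjusted p = 0.876 and 0.942). When 1 array was left out, late control differed by −1.69 to −0.82 for Tbx21, 1.69 to 5.67 for Maf and −4.20 to −0.45 for Ifng, and late NR4A2 cKO by −1.89 to −0.01 for Tbx21, −2.26 to −0.34 for Tnf, −2.06 to 1.92 for Maf and −2.31 to 1.44 for Ifng, where the sign turned for Maf and Ifng. No difference is given for Foxp3, which was not above the olfactory receptor background on both arrays of any group.

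Without late NR4A2 cKO replicate 1, the log2 differences between the late groups were 4.93 for Gata3 (adjusted p = 0.0396 from limma), 5.85 for Il4 (0.00755), −2.41 for Rora (0.0456), 3.97 for Csf2 (0.0842) and −3.54 for Il21 (0.228), so the calls of Csf2 and Il21 ended. Of the 5 calls, 1 held without late control replicate 1 (Il4, adjusted p = 0.0481 from limma), where Gata3 had 0.0849, Csf2 0.207, Rora 0.643 and Il21 0.725, and 1 held without late control replicate 2 (Gata3, 0.0128), where Il4 had 0.137, Rora 0.245, Csf2 0.278 and Il21 0.541. The call of Rora also ended without early control replicate 1 or 2. Without late NR4A2 cKO replicate 2 the dim array stands alone for its group, so calls that held there are not support. Without late NR4A2 cKO replicate 1 the probe set of Nr4a2 with the highest mean passed between the late groups, with 3.66 (adjusted p = 0.0382 from limma). Batf then differed from early control by 1.78 in late control, as with all arrays, by 3.16 in late NR4A2 cKO and by 2.47 in both late groups. Gata3 and Ifng in late control, Il17a and Maf in early control, and Il21, Maf and Tbx21 in late NR4A2 cKO were not above the olfactory receptor background on both arrays of the group, so the sizes of their differences are not exact.

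**Figure D3:**
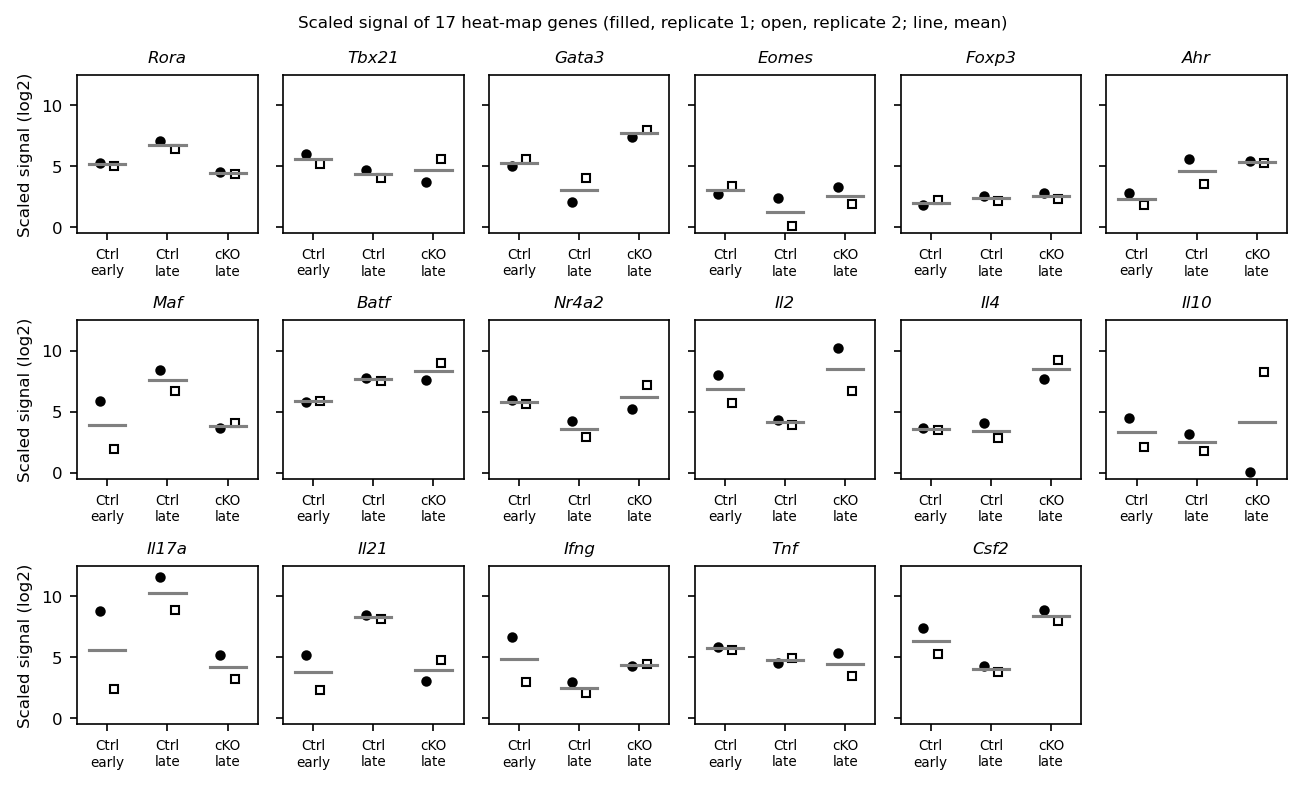
Scaled signal (log2) of the 17 measured heat-map genes in early control, late control and late NR4A2 cKO. Points are single arrays, 2 in each group, and lines are group means. Gata3, Il4 and Csf2 are highest in late NR4A2 cKO on both of its arrays.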

**Figure 3:**
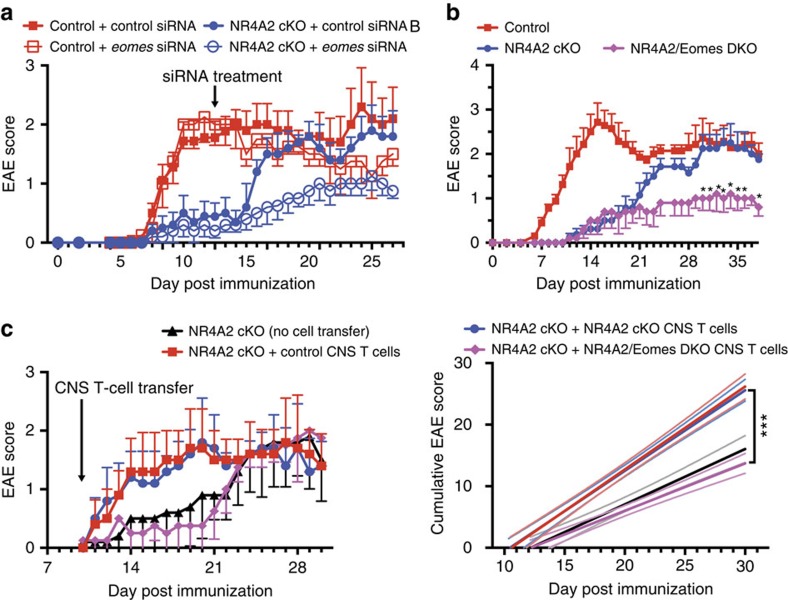
Role of Eomes expressed by CD4^+^ T cells in chronic CNS inflammation. (**a**) siRNA treatment for late/chronic EAE. *eomes*-specific (unfilled symbols) or control scrambled (solid symbols) siRNA was stabilized in an atellocollagen substrate and injected i.v. into control (red) or NR4A2 cKO mice (blue) on day 15 post EAE induction, to generate systemic gene knockdown. Plots show EAE scores for mice. Error bars represent s.e.m. for groups of five mice. (**b**) Induction of EAE in NR4A2/Eomes DKO mice compared with NR4A2 cKO mice. Plot shows clinical EAE scores for control (red symbols), NR4A2 cKO (blue symbols) and Eomes/NR4A2 dKO (magenta symbols) mice immunized with MOG_35–55_. Error bars represent s.e.m. for groups of five mice. (**c**) Exacerbation of EAE after transfer of CNS T cells. CD45^+^TCR^+^CD4^+^CD11b^−^F4/80^−^ FACS-sorted CNS T cells were isolated from control, NR4A2 cKO or NR4A2/Eomes DKO mice with late-stage EAE on day 28 post EAE induction. T cells were restimulated polyclonally with anti-CD3 monoclonal antibody for 48 h before adoptive transfer into NR4A2 cKO recipient mice that had been immunized with MOG_35–55_ 7 days before. Plots show clinical scores (left) and cumulative disease scores (right), and are representative of two independent experiments. Error bars represent s.e.m. for clinical scores for groups of four or five mice and light lines show the 95% confidence interval for cumulative disease scores.

**Figure 4:**
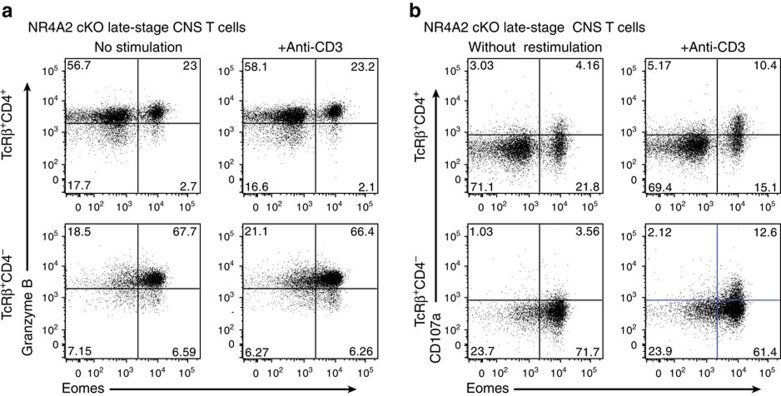
Eomes^+^CD4^+^ T cells mediate cytotoxicity. Pooled CNS T cells were isolated from NR4A2 cKO mice with late-stage EAE. Purified CD45^+^TcRβ^+^CD4^+^ cells and CD45^+^TcRβ^+^CD4^−^ cells were prepared by FACS sorting. These T cells were restimulated with or without anti-CD3 antibodies in the presence of CNS-infiltrating myeloid cells and fluorescently conjugated anti-CD107a antibodies. After 4 h stimulation, cells were then stained intracellularly for expression of Eomes and granzyme B. Plots show granzyme B expression (**a**) and CD107a surface trapping (**b**) for unstimulated (left) and restimulated (right) CNS CD4^+^ T cells (top) and CNS CD4^−^ T cells (bottom). Data are representative of three independent experiments.

**Figure 5:**
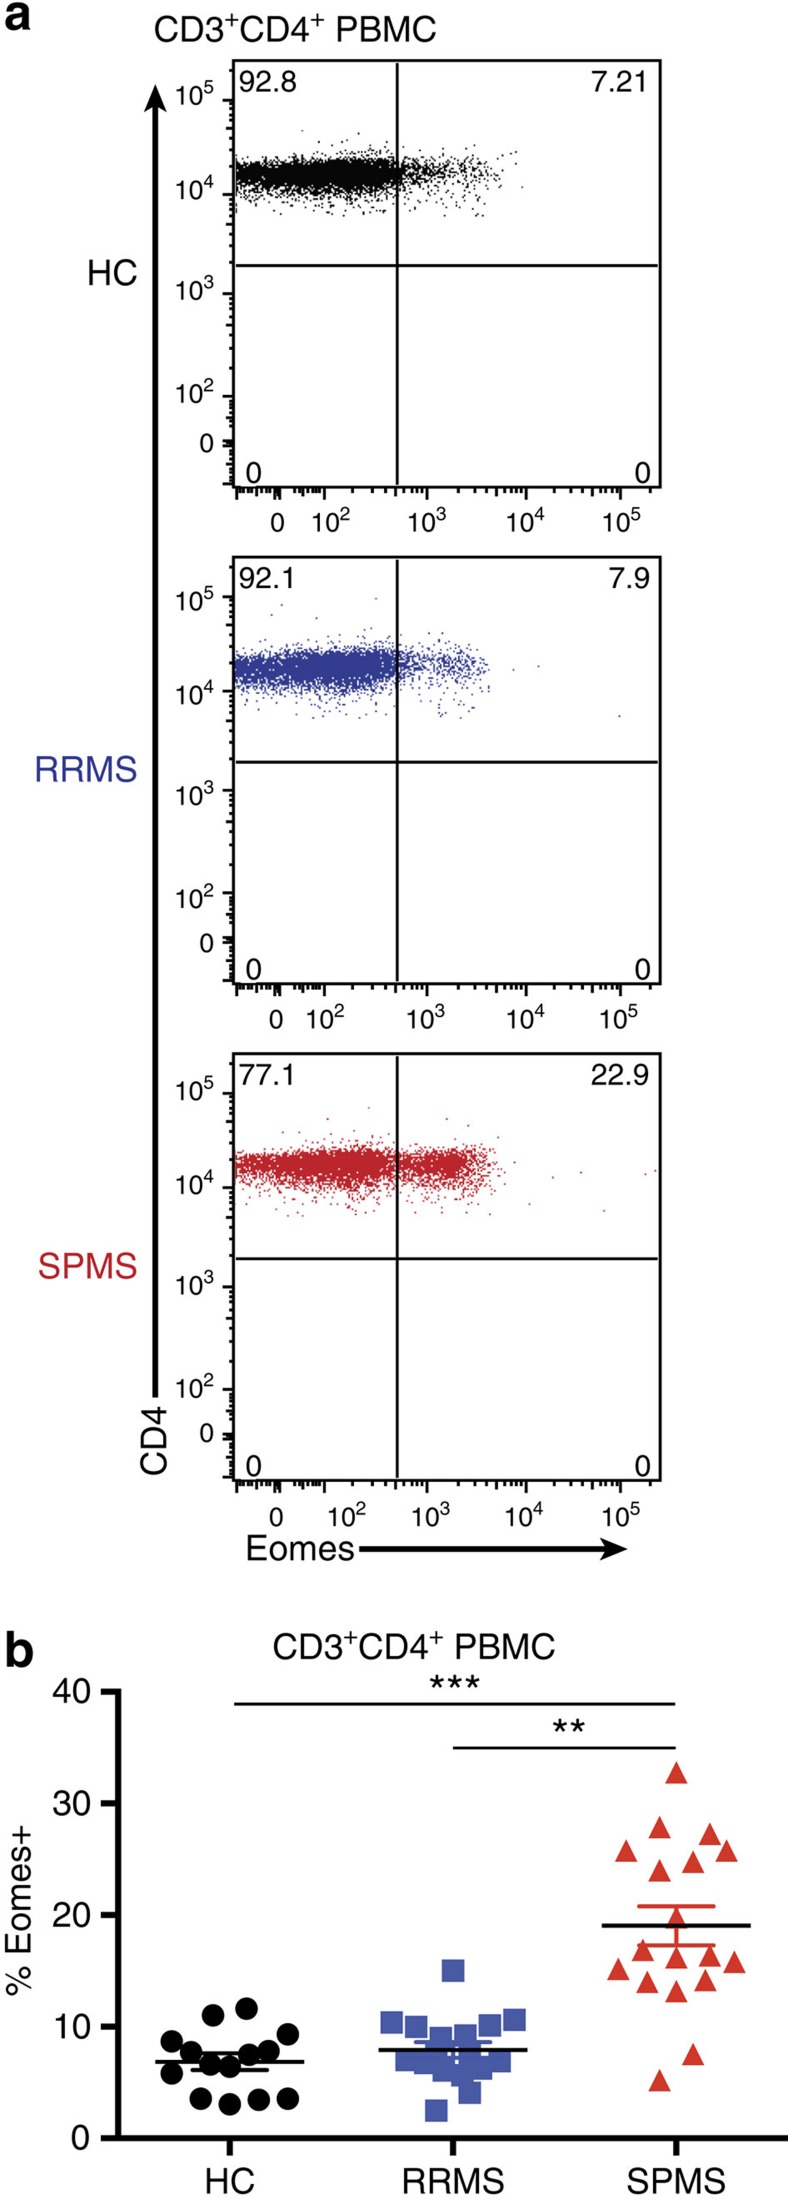
Increased proportions of Eomes^+^CD4^+^ T cells in patients with SPMS. (**a**) Eomes expression by peripheral blood T cells from HCs (plotted black), patients with RRMS (plotted blue) and patients with SPMS (plotted red) as measured by flow cytometry. (**b**) Proportions of Eomes^+^ cells (%) among CD3^+^CD4^+^ PBMCs. Horizontal lines shows mean % for each patient group with s.e.m. error bars. Sample group information is detailed in Supplementary Table 1. ****P<0.0001 and ***P<0.001 as measured by a two-tailed *T*-test.

**Figure 6:**
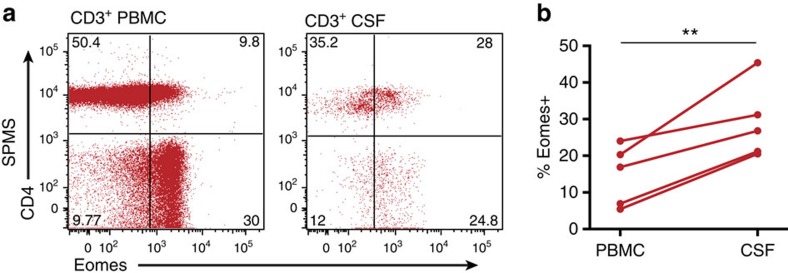
Accumulation of Eomes^+^CD4^+^ T cells in the CSF. **a**) Eomes expression by CD3^+^ T cells in peripheral blood or CSF samples from patients with SPMS. (**b**) Proportions (%) of Eomes^+^ cells among CD3^+^CD4^+^ from PBMCs and CSF. Results from each patient are connected with lines **P<0.01 with a Wilcoxon matched-pairs signed rank test.

**Figure 7:**
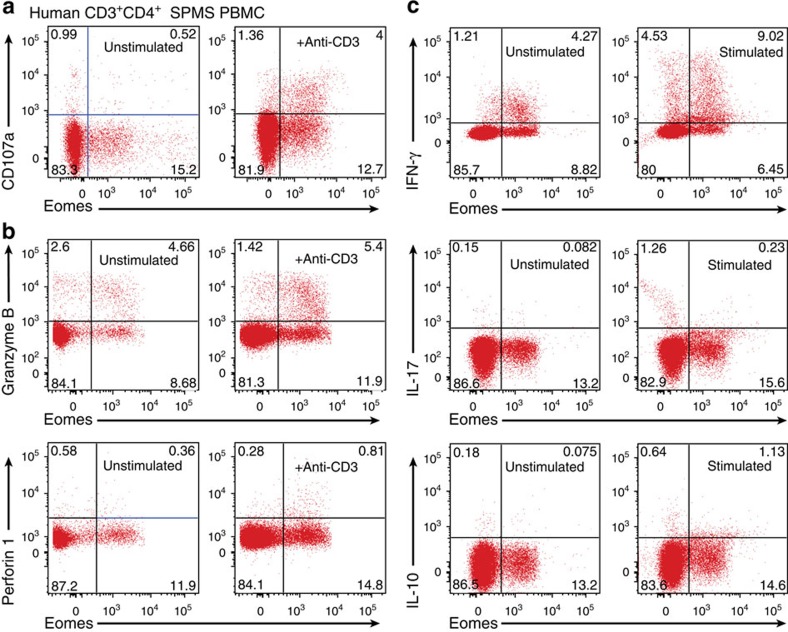
Eomes^+^CD4^+^ T cells from SPMS patients have characteristics of cytotoxic cells. (**a**) PBMCs from SPMS patients were cultured with or without anti-CD3 and anti-CD28 antibodies in the presence of fluorescently conjugated anti-CD107a antibodies and brefaldin A. After 5 h stimulation, cells were then stained intracellularly for expression of Eomes. Plots show CD107a surface trapping for unstimulated (left) and restimulated (right) for CD3^+^CD4^+^ T cells and granzyme B, and perforin 1 staining shown in **b**. (**c**) PBMCs from SPMS patients were stimulated with PMA/ionomycin in the presence of GolgiPlug. After 5 h stimulation, cells were stained intracellularly with antibodies against granzyme B, IFN-γ, IL-17 and IL-10. Plots show CD3^+^CD4^+^ PBMCs from a representative SPMS patient from four SPMS patients tested.

**Figure 8:**
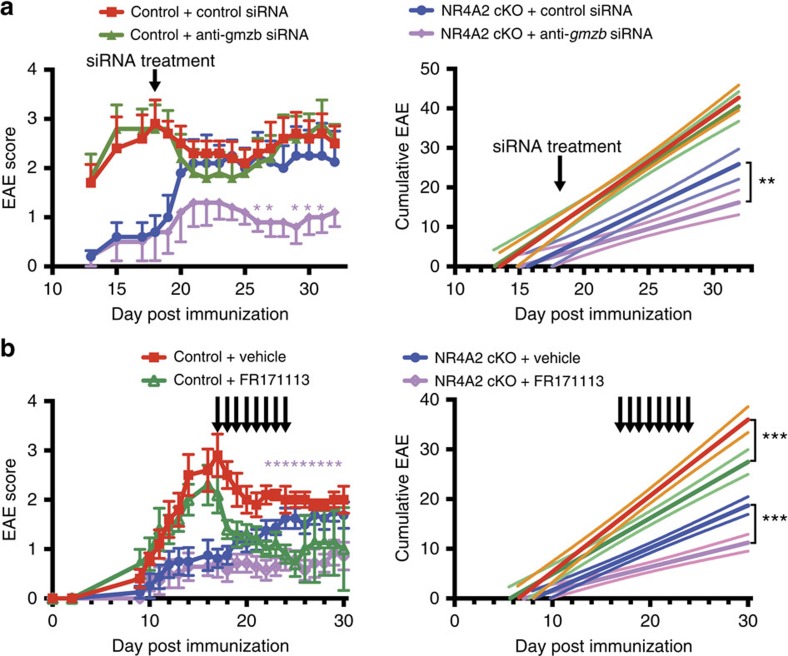
Effective treatment for late/chronic neuroinflammation. (**a**) Effects of granzyme B-specific siRNA for late/chronic EAE. NR4A2 cKO mice were immunized with MOG_35–55_ and five of the ten mice were treated with granzyme B-specific siRNA (anti-*gmzb* siRNA) stabilized in atellocollagen on day 17 post EAE induction (NR4A2 cKO+anti-grzb siRNA). As control, WT mice were immunized at the same day (control) (*n*=5 for each group). In the left panel, clinical EAE scores are shown with error bars representing s.e.m. *P<0.05 for treated versus untreated NR4A2 cKO mice as tested by a Fisher’s least significant difference (LSD) test. In the right panel, solid lines represent cumulative disease scores, with dashed lines showing 95% confidence intervals. ***P<0.001 tested by linear regression analysis. Data are representative of two independent experiments. (**b**) Effects of PAR antagonist FR171113 for late/chronic EAE. Groups of wild-type (WT) mice (control) or NR4A2 cKO mice were immunized with MOG_35–55_. One group of each genotype was treated daily from day 17 post EAE induction by intraperitoneal injection of PAR antagonist FR171113 or carboxymethyl cellulose (CMC) as vehicle. Left panel shows clinical EAE scores with error bars representing s.e.m. *P<0.05 for treated NR4A2 cKO versus untreated NR4A2 cKO mice as tested by a Fisher’s LSD test. Right panel shows cumulative disease, with dashed lines showing 95% confidence intervals. ***P<0.001 tested by linear regression analysis. *n*⩾5 and data are representative of three independent experiments.

# Supplementary material for: Eomesodermin-expressing T-helper cells are essential for chronic neuroinflammation
**Source:** Nat Commun. 2015 Oct 5;6:8437. doi: 10.1038/ncomms9437
**Supplement:** Supplementary Information — Supplementary Figures 1-10 and Supplementary Tables 1-3

Supplementary Figure 1

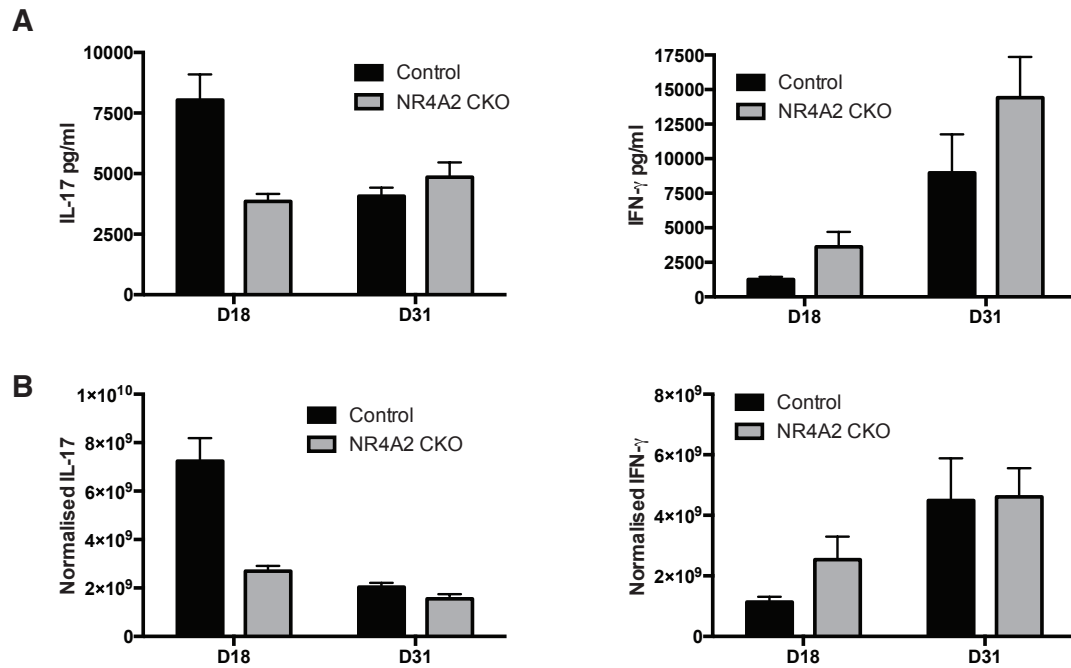

# **Supplementary Figure 1. Characterisation of CNS cell infiltrate during EAE in NR4A2 cKO mice**

## **A and B: Ex vivo cytokine production from CNS CD4<sup>+</sup> T cells**

CNS CD4<sup>+</sup> T cells were purified by cell sorter from control or NR4A2 cKO mice at early (Day 18) or late disease phase (Day 31). Equal numbers of cells were restimulated with anti-CD3/CD28. **A**, IL-17 and IFN- $\gamma$  levels in supernatants after 96 hours. **B**, IL-17 and IFN- $\gamma$  levels after 96 hours normalized to the number of infiltrating cells per CNS measured in arbitrary units.

Supplementary Figure 2

CD4<sup>+</sup> CNS T cells 15 weeks post-immunisation

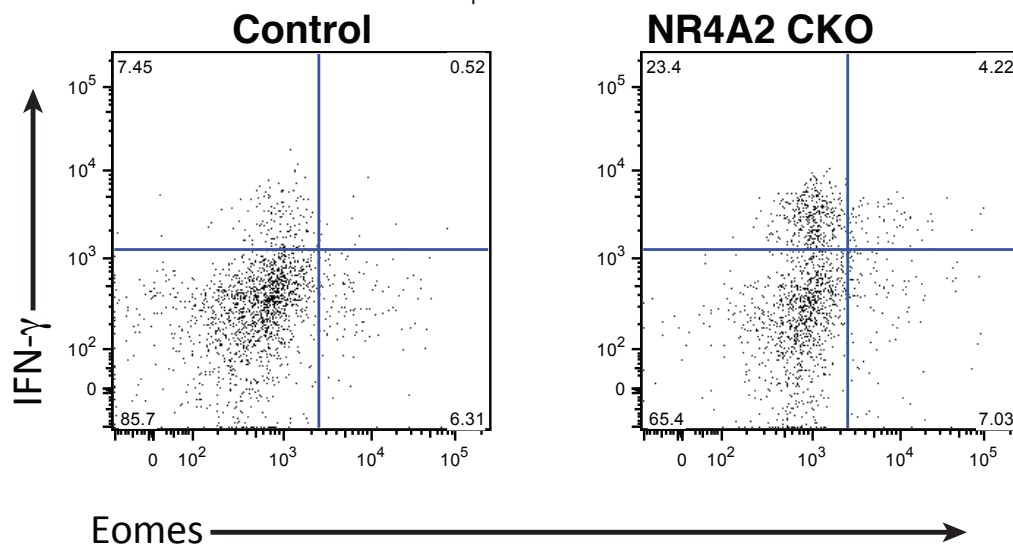

**Supplementary Figure 2. Activated T cells are long-lived in the CNS tissue during chronic EAE**

EAE was actively induced with MOG<sub>35-55</sub> in WT mice (Control) and NR4A2 cKO mice. After 15 weeks, CNS-infiltrating cells were isolated and restimulated with PMA/ionomycin for 5 hours in the presence of golgiplug. Cells were then stained intracellularly for eomes and IFN- $\gamma$ . Data are representative of 3 similar experiments.

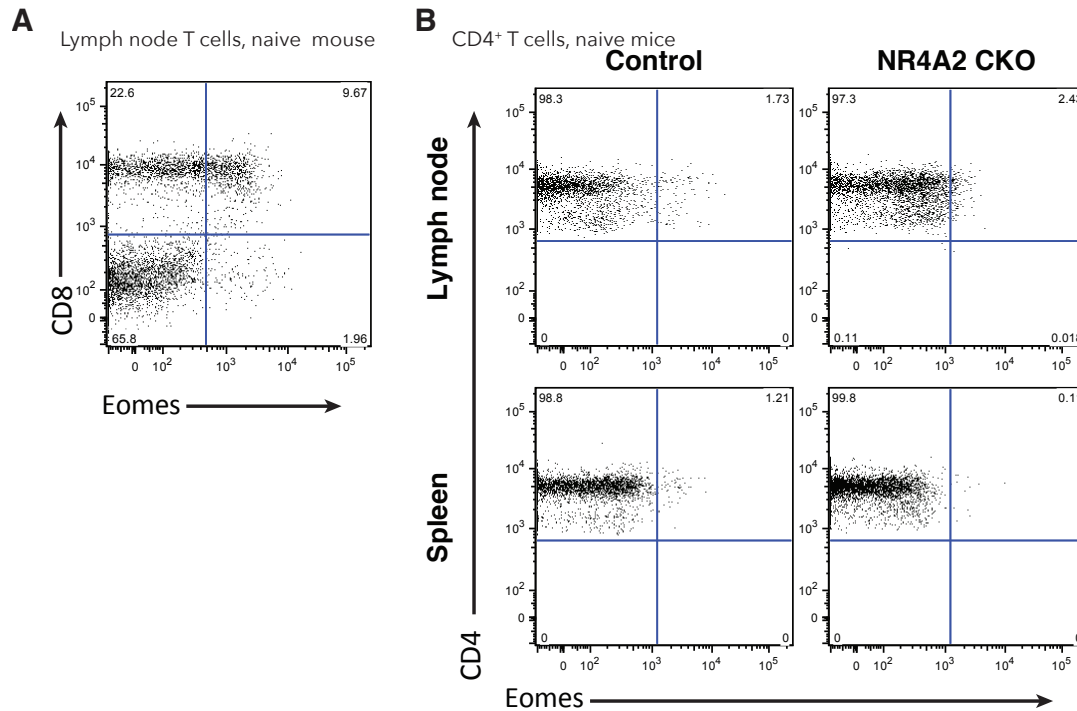

**Supplementary Figure 3. Eomes expression in CD8<sup>+</sup> and CD4<sup>+</sup> T cells in the secondary lymphoid tissue**

Isolated T cells from the secondary lymphoid tissue of unmanipulated naïve mice were stained for intracellular expression of Eomes and analyzed by flow cytometry. **A**, Eomes expression by CD8<sup>+</sup> T cells in lymph nodes from naive WT mice. **B**, Eomes expression by CD4<sup>+</sup> TcRβ<sup>+</sup> cells from lymph nodes or spleen of control or NR4A2 cKO naïve mice.

Supplementary Figure 4

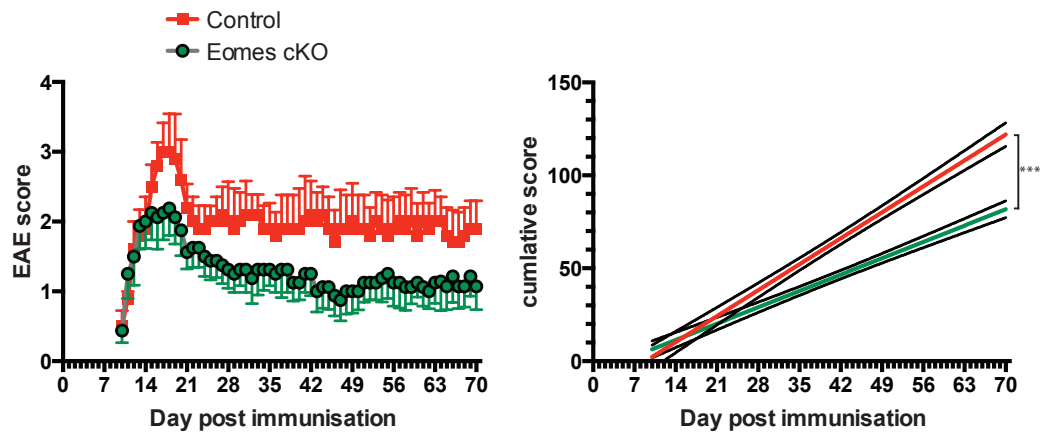

**Supplementary Figure 4. Late stage clinical EAE is reduced in Eomes cKO mice**

Plots show disease scoring for control mice (red) versus mice lacking Eomes (Eomes cKO, green). Left panel shows daily clinical scores with error bars (SEM), whereas right plot shows cumulative disease burden with black lines showing 95% confidence intervals \*\*\* $p < 0.001$  tested by linear regression analysis. Plots are representative of 2 independent experiments.

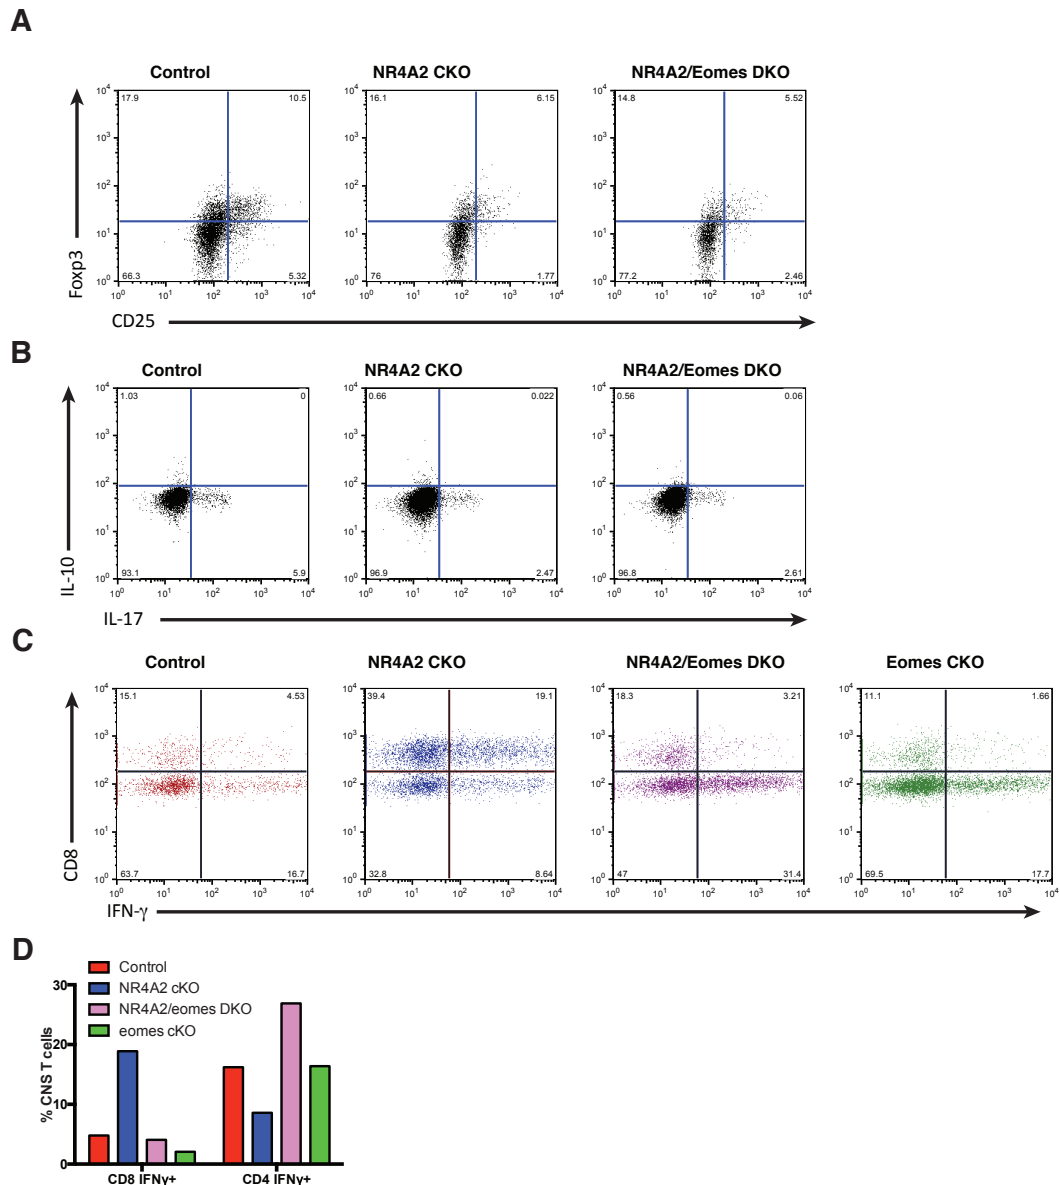

### Supplementary Figure 5. CNS T cell phenotypes in late stage EAE

**A**, CD25 and intracellular Foxp3 staining for CD4<sup>+</sup> CNS T cells from the indicated genotypes on day 30 post immunisation. **B**, IL-17 and IL-10 staining for CD4<sup>+</sup> CNS T cells restimulated with PMA/ionomycin for 5.5 hours in the presence of golgiplug at day 30 post EAE induction. **C**, CD8 $\alpha$  and intracellular IFN- $\gamma$  staining of CNS T cells restimulated with PMA/ionomycin for 5.5 hours in the presence of golgiplug on day 27 post EAE induction. **D**, summary percentages of IFN- $\gamma$ -producing cells of CNS T cell populations. Data are from 1 of 2 similar experiments of pools of 3 mice from each genotype.

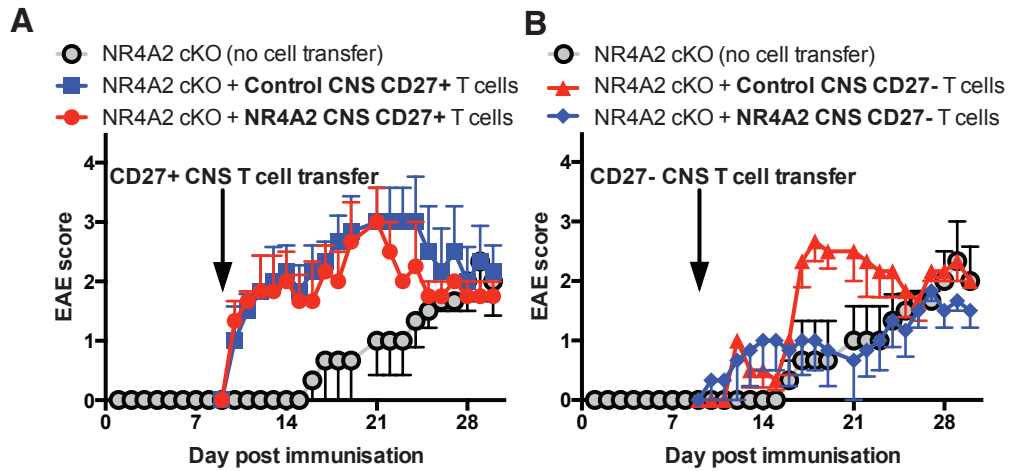

### Supplementary Figure 6. Late stage CD27<sup>+</sup> CNS T cells from NR4A2 cKO mice are pathogenic

Clinical EAE scores of MOG<sub>35-55</sub>-immunised NR4A2 cKO mice receiving a transfer of  $3 \times 10^4$  CNS T cells restimulated with anti-CD3/anti-CD28 antibodies for 24 hours from donor D28 immunised control mice (red squares) or NR4A2 cKO mice (blue circles) compared with NR4A2 cKO that received no transferred cells (grey circles). **A:** transfer of CD27<sup>+</sup> T cells; **B:** transfer of CD27<sup>-</sup> T cells. Plots are representative of experiments with 3 recipient mice per group.

Supplementary Figure 7

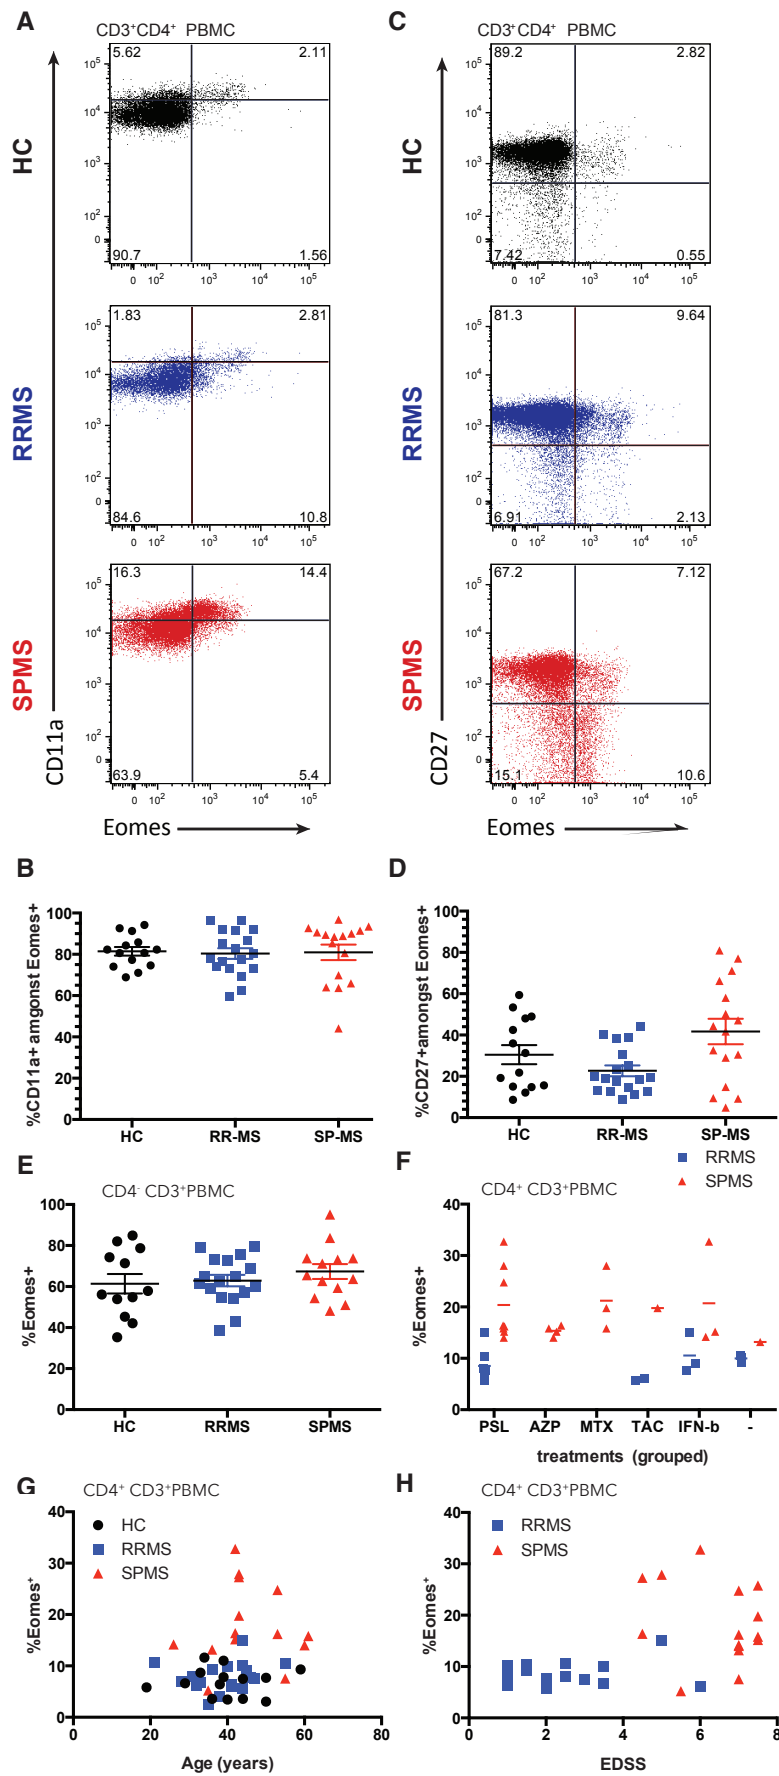

### **Supplementary Figure 7. Eomes expression in PBMC populations**

Multicolor flow cytometric analysis for Eomes<sup>+</sup>CD4<sup>+</sup>T cells from healthy controls (HC), RRMS patients, or SPMS patients. **A**, Expression of Eomes versus CD11a in CD3<sup>+</sup>CD4<sup>+</sup> PBMC and percentage CD11a co-expression with Eomes for each clinical group is summarized in **B**. **C**, Expression of Eomes versus CD27 in CD3<sup>+</sup>CD4<sup>+</sup> PBMC and percentages of CD27<sup>+</sup> cells amongst Eomes<sup>+</sup>CD3<sup>+</sup>CD4<sup>+</sup> PBMC is summarized in **D**. **E**, Percentages of Eomes<sup>+</sup> T cells from the CD4<sup>+</sup> fraction of PBMC (% eomes+). **F**, Comparison for Eomes<sup>+</sup> T cells % amongst CD4<sup>+</sup>CD3<sup>+</sup> PBMC (% eomes+) in RRMS or SPMS patients receiving different drug treatments. PSL=prednisolone, AZP=azathioprine, MTX=methotrexate, TAC=tacrolimus, IFN- $\beta$ =interferon- $\beta$ . **G**, Subject age and Eomes<sup>+</sup> T cells % amongst CD4<sup>+</sup>CD3<sup>+</sup> PBMC (% eomes+) in HC, RRMS, and SPMS. **H**, Disability score, EDSS (Expanded disability status scale) and % eomes+. Data are derived from patient group detailed in supplementary table 3.

#### **Regression analysis**

Age: HC,  $r^2 = 1.222e-005$ ; RRMS,  $r^2 = 0.01495$ ; SPMS,  $r^2 = 0.01977$

EDSS: RRMS,  $r^2 = 0.03786$ ; SPMS,  $r^2 = 0.1095$

Supplementary Figure 8

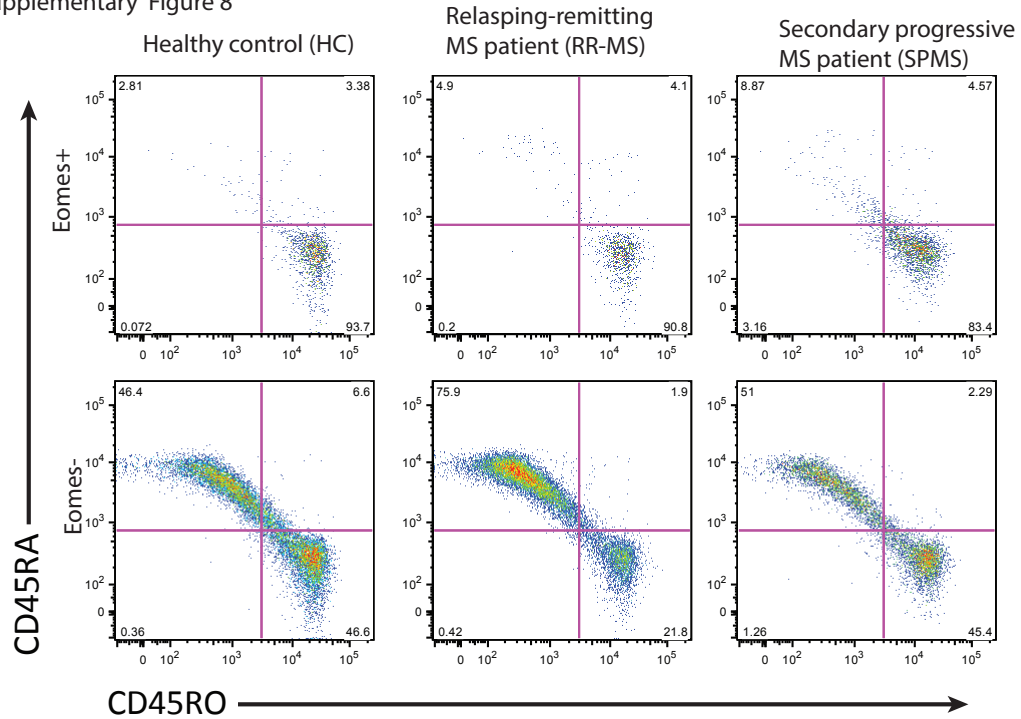

**Supplementary Figure 8. Eomes expression in human CD4<sup>+</sup> T cells is associated with an activated CD45RO<sup>+</sup>CD45RA<sup>-</sup> phenotype**

CD45RO and CD45RA expression by Eomes<sup>+</sup> and Eomes<sup>-</sup> subsets of CD4<sup>+</sup>CD3<sup>+</sup> PBMC from a representative subject from each patient/control group.

## Supplementary Figure 9

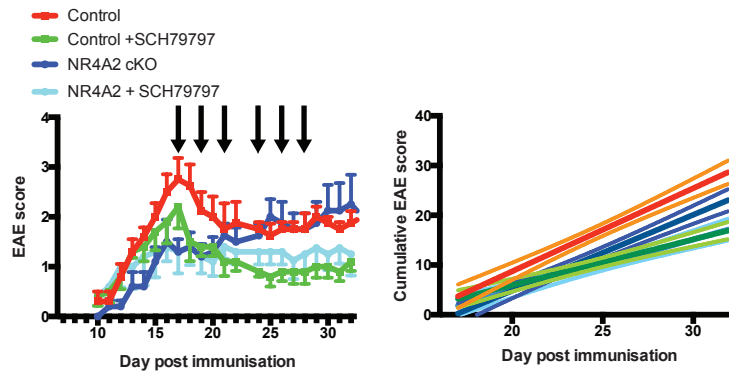

### Supplementary Figure 9. PAR-1 specific antagonist reduces late/chronic EAE

Groups of control or NR4A2 cKO mice were immunized with MOG<sub>35-55</sub> to induce EAE. One group of each genotype was treated on alternate days from day 17 post EAE induction by *i.p.* injection of the PAR-1-antagonist SCH79797 or vehicle (CMC). Left panel shows clinical EAE scores. Error bars represent SEM. Right plot shows cumulative disease, dashed lines show 95% confidence intervals, \*\* $p < 0.01$  tested by linear regression analysis.  $n \geq 5$  and data are representative of 2 independent experiments.

Supplementary Figure 10

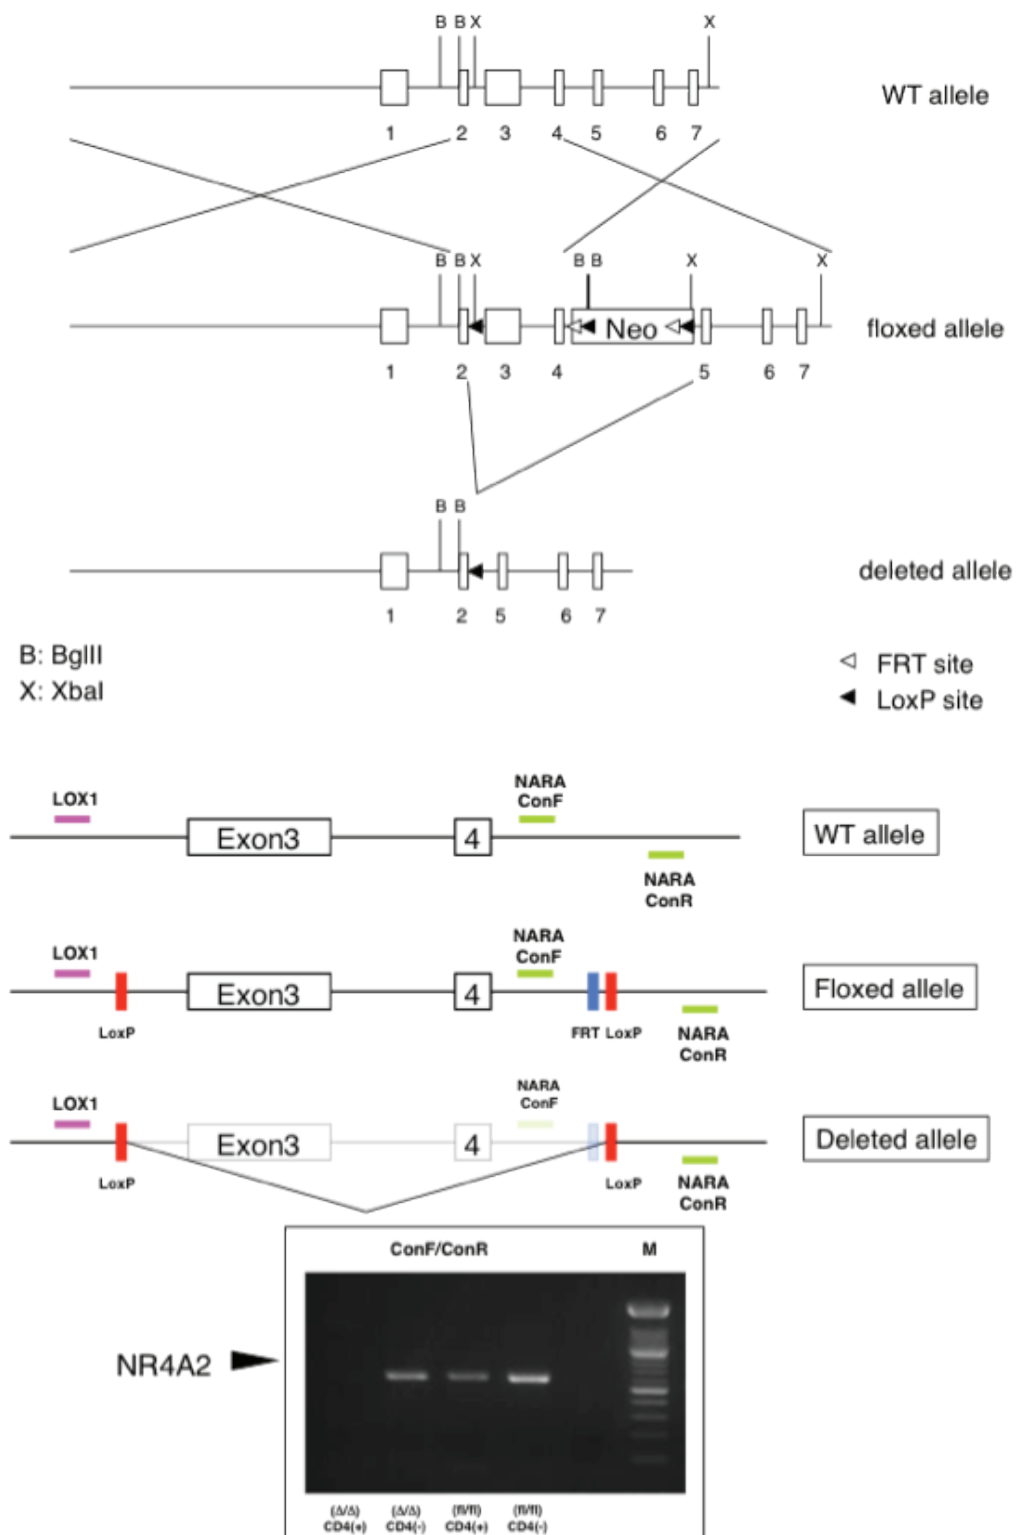

Supplementary Figure 10

Schematic diagram of the generation of NR4A2<sup>fl/fl</sup> mice

|                | HC         | RRMS       | SPMS       |
|----------------|------------|------------|------------|
| Number         | 14         | 17         | 16         |
| Sex            | 8F 6M      | 11F 6M     | 10F 6M     |
| Median age     | 39         | 40         | 43         |
| Mean age (SEM) | 39.57±2.63 | 38.65±1.94 | 46.33±2.69 |
| Age range      | 19-59      | 21-60      | 26-61      |
| Age s.d.       | 9.84       | 8.22       | 10.42      |

### Supplementary Table 1

Table indicating the demographics of healthy control and MS patient groups relating to data in Fig. 5. HC, healthy control; RRMS, relapsing remitting MS; SPMS , secondary progressive MS.

| Antigen        | Clone        | Supplier    |
|----------------|--------------|-------------|
| CD16/32        | 93           | Biolegend   |
| CD3e           | 145-2C11     | Biolegend   |
| CD4            | GK1.5        | Biolegend   |
| CD11a          | H155-78      | Biolegend   |
| CD11b          | M1/70        | Biolegend   |
| CD27           | LG-7F9       | eBioscience |
| CD45           | 30-F11       | Biolegend   |
| CD45           | 30-F11       | eBioscience |
| TcR $\beta$    | H57-597      | Biolegend   |
| F4/80          | BM8          | Biolegend   |
| eomes          | Dan11Mag     | eBioscience |
| IL-17          | TC11-18H10.1 | Biolegend   |
| IL-17          | eBio17B7     | eBioscience |
| IFN- $\gamma$  | XMG1.2       | Biolegend   |
| ROR $\gamma$ t | B2D          | eBioscience |
| Foxp3          | FJK-16s      | Biolegend   |

**Supplementary Table 2**

Anti-mouse antibodies used in this study

| Antigen       | Clone  | Supplier    |
|---------------|--------|-------------|
| CD3           | OKT3   | Biolegend   |
| CD4           | OKT4   | Biolegend   |
| CD11a         | HI111  | Biolegend   |
| CD27          | 0323   | eBioscience |
| CD45RA        | HI100  | Biolegend   |
| CD45RO        | UCHL1  | Biolegend   |
| CD107a        | H4A3   | Biolegend   |
| IL-17         | BL168  | Biolegend   |
| IFN- $\gamma$ | 45.B3  | Biolegend   |
| Perforin1     | dG9    | Biolegend   |
| Granzyme B    | GB11   | Biolegend   |
| Eomes         | WD1928 | eBioscience |

**Supplementary Table 3**

Anti-human antibodies used in this study

How the deposited data were processed for this re-analysis (not part of the article)

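Expression was measured in sorted CNS-infiltrating CD4+ T cells from mice with EAE on Affymetrix GeneChip mouse genome arrays. The 6 arrays form 3 groups of 2, which are control mice at day 18 (early/acute), control mice at day 32 (late/chronic) and NR4A2 cKO mice at day 32 (late/chronic). Early/acute NR4A2 cKO samples, the flow cytometry, the qRT-PCR and the human samples were not analysed here.

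The authors prepared the arrays with a 3′ IVT kit and compiled them with GCOS. The deposited values are background-corrected intensities on a linear scale, 1 per probe set and array, for 45101 probe sets. The paper's text names GCOS and GeneSpring GX but no normalization, test or threshold for the arrays. The design, written before the data were examined, was to use the values as they are if the arrays had a like level and otherwise to scale each array to the same 75th percentile. The medians of the deposited values ranged from 1.80 to 7.04, so the arrays were scaled. Values under the pooled 20th percentile were raised to it, log2 was taken, control probe sets were left out, and probe sets with at least 2 of 6 arrays above the pooled 40th percentile (3.764) were kept. A probe set at the floor on every array of a group gives only a bound for that group.

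Gene symbols came from the array annotation, which gives 1 symbol for 34958 probe sets, several for 932 and none for 9211. Current symbols were matched through Entrez identifiers. Positions in the genome are not given, since the files do not name a genome build. Where a gene had several probe sets, the one with the highest mean over the 6 arrays stands for it.

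Late control against early control, late NR4A2 cKO against early control, late NR4A2 cKO against late control and both late groups against early control were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with an intensity trend), with all 6 arrays in the fit. The residual degrees of freedom were 3 and the prior degrees of freedom 9.15. P-values were adjusted by the Benjamini-Hochberg method over the 34009 probe sets tested, at a threshold of 0.05. The comparisons share arrays, so their results are not independent of one another. Gene lists written before the data were examined were tested with limma's camera (preset correlation 0.01, and an estimated correlation) and fry on 1 probe set per gene, adjusted over the 21 lists with at least 5 measured genes. No call of camera held with an estimated correlation.

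The genes named were chosen by a rule written before the data were examined. It takes every gene of the study's heat map and the other genes the paper names, up to 10 genes with the largest rise and 10 with the largest fall among those past the threshold in each comparison (filled to 5 by the smallest p, and with arrays that do not overlap between the sides), and in each list the 4 members with the smallest p. Genes the paper names outside the heat map and list members that did not pass are given partly as counts, not all by name. Some of these genes are also named in a comparison other than the one for which the rule chose them. Markers of mast cells, basophils and fibroblasts named outside the rule were chosen after their values were seen.

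The procedure was tested on simulated data, drawn with each probe set's mean and fitted spread and normal noise, in which changes were planted in 100 probe sets of each size in each of 20 draws. In late against early control a log2 change of 2 was recovered in 22.9% of planted probe sets and a log2 change of 4 in 58.2%, and 12.1% of the calls were false. In late NR4A2 cKO against early control the shares were 24.1%, 61.7% and 11.4%, and in late NR4A2 cKO against late control 21.5%, 59.4% and 10.3%.

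Alternatives set before the data were examined changed the normalization, the floor, the filter, the variance prior, the arrays in the fit, the replicate block, the array weights, the threshold and the unit tested, and left out each array in turn. Values as deposited, the olfactory receptor background and the marker lists of mast cells, basophils and fibroblasts were added after the data were seen.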

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

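Leaving out each array was planned; the medians over chosen genes without late NR4A2 cKO replicate 1, and the use of the neural and glial list as a test here, were chosen only after the results were seen, as was the raising of signals to the olfactory receptor background, and the lists of mast cell, basophil and fibroblast markers were written after the data were seen but before the values of the markers.

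Set against the same early control arrays, the late groups of the 2 genotypes differed from each other at 190 probe sets by limma, with 62 higher and 128 lower in NR4A2 cKO, and 1657 and 2361 at an unadjusted p under 0.05. The count was 99 without late NR4A2 cKO replicate 1 (35 higher and 64 lower), 2693 without its replicate 2 (275 and 2418), 12 without late control replicate 1 (12 and 0), 13 without late control replicate 2 (12 and 1), 53 without early control replicate 1 (26 and 27) and 51 without early control replicate 2 (23 and 28). It was 102 with quantile normalization (46 higher and 56 lower) and 45 with median scaling (23 and 22), so the excess of lower probe sets depends on the scaling and the arrays. No early NR4A2 cKO arrays were analysed here, so a difference between genotypes that is there in both phases is not separated from one of the late phase. Penk, which the paper does not discuss, differed by −5.65 between late and early control and by 7.67 between late NR4A2 cKO and late control (adjusted p = 6.07e-05 from limma), 2 comparisons that share the late control arrays. Penk in late control was not above the olfactory receptor background on both arrays, so these sizes are not exact.

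Il13, Il5 and Il9, cytokines that the paper does not discuss, were above their level in late control in late NR4A2 cKO, by log2 differences of 7.27, 6.39 and 5.11, on both arrays of each group (adjusted p = 0.000736, 0.0133 and 0.0109 from limma), where late control was not above the olfactory receptor background on both arrays (Il13, 1.08 and 0.95; Il9, 3.30 and 3.28), so the sizes are not exact; with signals below that background raised to it, the differences were 5.35, 3.55 and 5.06. The tables argue against the dim array of late NR4A2 cKO replicate 1 as the source, since the median difference of Il4, Il5, Il9 and Il13 from late control was 5.75 with it and 6.54 without it (5.05 and 5.12 with signals raised to background), although 2 of the 4 calls ended with 1 array fewer (Il5, adjusted p = 0.0577, and Il9, 0.138; 2 of the 4 held without late control replicate 1, 1 without its replicate 2, 3 without early control replicate 2, and 4 without either other array). They also argue against RNA of mast cells or basophils, whose 8 measured markers of 14 listed had a median difference of 0.76 (SD 1.21), with none above the olfactory receptor background on both late NR4A2 cKO arrays (Cpa3, 2.27 and 2.00), and the sort for CD4+ T cells would remove such cells. A candidate explanation that stays open is a type 2 programme in the NR4A2 cKO T cells, for which Gata3 and Epas1 would be members (log2 differences 4.67 and 4.95, or 3.99 and 4.39 with signals raised to background); of the 9 measured genes of a type 2 helper list written after the data were seen, which holds these and the 4 cytokines, 6 passed, and Ccr8 (4.27, or 1.66 raised), Il24 (−2.35) and Ccr4 (0.00) did not. Chance differences between the mice of the groups, and the number of mice behind each array, were not tested.

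Lum, which encodes the matrix protein lumican and which the paper does not discuss, was above its level in late NR4A2 cKO in late control, with a log2 difference of −6.13 (9.47 and 7.88 against 2.86 and 2.22, which are not above background, so the size is not exact; adjusted p = 0.00728 from limma), as were Serpinf1, Crispld2, Abcc9, Il33, Gja1 and Gap43, which are known from connective tissue and glia; Crispld2, Abcc9, Il33, Gja1 and Gap43 were likewise not above background on both late NR4A2 cKO arrays. RNA of fibroblasts in the late control samples stays open. The 14 measured fibroblast markers of 18 listed had a median difference of −0.14 (SD 1.93). With signals raised to background it was 0.5, as it was for the mast cell and basophil and the neural and glial lists. A marker at background on every late array takes the difference between the background levels of the arrays, so the 0.5 is not evidence either way. The median difference of the 7 genes was −5.15, or −3.65 with signals raised to background. The markers do not decide this, since they went both ways. RNA of fibroblasts would raise them in late control, where Col1a1 read 2.74 and 1.84. Only Dcn, Fbln1 and Igfbp4, 3 of the 14, were above background on both late control arrays. All 3 were higher in late control (−3.51, −0.37 and −4.06), and 5 of the 14 were so on every array. The 1 that passed, Igfbp4 (adjusted p = 0.0017 from limma), was above background in early control too. RNA of neurons and glia stays open too. Their 12 measured markers also went both ways, with a median difference of 0.376 (SD 1.01, 8 positive and 4 negative). RNA of these cells would raise the markers in late control. Only 2 of the 12 were above background on both late control arrays. Both of these were lower in late NR4A2 cKO, Mbp by 0.58 and Cnp by 1.39, less than the 7 genes. Cnp passed when adjusted over the list alone (adjusted p = 0.00361 from limma), and fry for changes in either direction gave an adjusted p of 0.00297. The sort would remove both kinds of cells. The tables do not settle either source. They argue against the dim array of late NR4A2 cKO replicate 1, without which the median of the 7 genes was −4.96 (−3.09 with signals raised to background), although 2 of the 7 calls held with 1 array fewer (0 held without late control replicate 1 or 2, 1 without early control replicate 1 or 2, and 7 without late NR4A2 cKO replicate 2). Another explanation that stays open is expression of these genes by the T cells themselves, and it was not tested.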

How the results depend on the processing

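The alternatives were set before the data were examined, apart from the values as deposited, and counts below are in the order late control versus early control, late NR4A2 cKO versus early control, late NR4A2 cKO versus late control and both late groups versus early control. Against 40, 15, 190 and 6 probe sets past limma's threshold, there were 12, 10, 102 and 0 with quantile normalization, 6, 1, 45 and 0 with median scaling, 8, 0, 81 and 0 with a floor at the 40th percentile, and 81, 30, 295 and 19 with an offset in place of the floor. There were 10, 6, 92 and 0 with a filter on the mean, 6, 0, 78 and 0 with a filter at the 60th percentile, 74, 36, 309 and 32 with a robust prior, and 161, 4, 77 and 6 with only the groups compared in the fit. There were 270, 22, 236 and 65 with array weights, 82, 26, 360 and 18 at an adjusted p under 0.10, 509, 529, 1282 and 315 at an unadjusted p under 0.01 and 2-fold, and 18, 8, 129 and 0 with 1 probe set per gene. There were 0 in every comparison without a filter and 0 without the intensity trend, and 0, 0, 1 and 0 on the values as deposited. Where a setting left 0, between 476 (1764 expected by chance) and 4375 (2252 expected by chance) probe sets had an unadjusted p under 0.05 (the cause was not tested). Without a floor the counts were within 1.5 times (39, 15, 183 and 6), and scaling to the 75th percentile is the setting used throughout. With the replicate block there were 64, 25, 315 and 7. The replicate numbers are shared between groups, and the differences of replicate 1 from replicate 2 correlated between groups at 0.083 to 0.103 across probe sets. That is a hint from the data and not from the design. All 6 arrays correlated best with an array of their own number in their deviations from the group means. With 2 arrays per group this follows from the positive correlations and adds no evidence. The arrays of replicate 1 were dimmer than those of replicate 2 in each group (75th percentile 15.7, 14.2 and 4.01 against 25.5, 26.9 and 23.1 in early control, late control and late NR4A2 cKO). Leaving out each array in turn, with the lone array of a group assumed to vary like the other groups, gave 1 to 117, 0 to 1767, 12 to 2693 and 0 to 303 probe sets; fewer arrays carry less information, but without late NR4A2 cKO replicate 2 the counts were 95, 1767, 2693 and 303, and without its replicate 1 they were 117, 15, 99 and 24.

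Eomes did not pass under any alternative. Its log2 difference of late control from early control stayed between −2.99 and −0.65 and that of both late groups between −1.90 and −0.57. That of late NR4A2 cKO from early control was −1.55 to 0.18, with the sign changing only without late NR4A2 cKO replicate 2 (0.18; leaving out each array gave −1.18 to 0.18), and that of late NR4A2 cKO from late control was 0.15 to 2.49. Of 84 tests of gene lists, 13 passed with the preset correlation, 0 with an estimated correlation, 0 with fry for a common direction and 23 with fry for changes in either direction, and 10 to 16 under the others. Of 53 gene results past the threshold, none changed direction under any alternative; all 53 lost the threshold without the filter, without the trend and as deposited, and 6 kept it without late control replicate 1, 8 without late control replicate 2, 16 without early control replicate 2, 17 without early control replicate 1, 40 without late NR4A2 cKO replicate 1 and 53 without its replicate 2. Of 74 calls of named genes over the 4 comparisons, 6 held without each array in turn, all between the late groups (Penk, Il3, Il13, Dapl1, Fasl and Serpinb9). Median scaling moved the median log2 difference of all probe sets by over 0.1, to −0.19 in late NR4A2 cKO versus early control and −0.17 versus late control, and the values as deposited to −0.95 and −0.85, and to −0.54 in both late groups. Without late NR4A2 cKO replicate 2 the dim array stood alone for its group and the spread within that group was lost. Results that kept the threshold there are therefore not support. Signal over background limits what the arrays show of Eomes and of the size of changes in other dim genes.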

Differences from the paper's values

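The paper's values here are qRT-PCR levels of Eomes read by eye from Fig. 2b, at days other than those of the arrays, turned into log2 ratios. For late control over early control the paper's log2 ratio is about 2.8 in Fig. 2b, read by eye, and the arrays gave −1.82. For late NR4A2 cKO over early control the paper's is about 3.8 in Fig. 2b, read by eye, and the arrays gave −0.50. By sign or by the replicate SD of 1.14, all 24 alternatives set before the data were examined differ from the paper's value in both comparisons (−2.99 to −0.65 and −1.18 to 0.18). Many of them change only the filter, the variance or the threshold, which leaves the log2 difference as it was, so they are not separate evidence. Eomes was at background on all 4 late arrays, so none of these array values is an exact ratio of its RNA. For late NR4A2 cKO over late control the paper's log2 ratio is about 1.0 in Fig. 2b, read by eye, and the arrays gave 1.32, from the same 4 arrays, so this pair of values is not compared further. Eomes was above the olfactory receptor background on 1 of 6 arrays.

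Fig. 2a is a heat map whose legend says that it summarizes relative expression and that expression was checked by qRT-PCR. It shows Il17a, Ahr and Batf lower in late control than in early control, where the arrays gave log2 differences of 4.67, 2.29 and 1.78 (adjusted p = 0.589, 0.534 and 0.199 from limma), with Il17a and Ahr not above background on both early control arrays. It shows Il2 and Csf2 higher in late control than in early control, where the arrays gave −2.73 and −2.33 (adjusted p = 0.681 and 0.258). It shows Csf2 lower and Il21 and Rora higher in late NR4A2 cKO than in late control, where the arrays gave 4.40, −4.39 and −2.35 (adjusted p = 0.00515, 0.0323 and 0.0181). It shows Il2 lower and Tnf higher in late NR4A2 cKO than in late control, where the arrays gave 4.34 and −0.32 (adjusted p = 0.0702 and 0.854), with the sign of Tnf turning when 1 array was left out (−1.28 to 0.64). The arrays give no direction for Foxp3 and Il10, which were not above background on both arrays of any group. Il10 was detected, but its replicates disagreed. Its scaled signal before log2 was 0.87 and 308.12 in late NR4A2 cKO and 23.05 and 4.2 in early control. The heat map shows Nr4a2 lower in both late groups than in early control. The arrays gave −2.27 in control and 0.40 in NR4A2 cKO (adjusted p = 0.363 and 0.905 from limma). The latter turned sign when 1 array was left out (−0.60 to 1.39). The array values share the direction of the heat map for Gata3 and Il4, which are higher in late NR4A2 cKO than in late control (4.67 and 5.04), for Tbx21, which is lower in late control than in early control (−1.26, adjusted p = 0.939), and for Il17a, which is lower in late NR4A2 cKO than in late control (−6.04, adjusted p = 0.118). For Tbx21 between the late groups the arrays gave 0.31 (adjusted p = 0.872), with the sign turning when 1 array was left out (−0.63 to 1.25). Gata3 in late control and Il21 and Tbx21 in late NR4A2 cKO were not above background on both arrays of the group. The other Il21 probe set was not lower on late NR4A2 cKO replicate 2 (scaled signal before log2 29.34, against 30.9 and 19.67 in late control). Some differences kept their sign when 1 array was left out but changed in size. In late against early control Il17a was 1.49 to 7.86, Ahr 1.23 to 3.34, Il2 −3.91 to −1.55 and Csf2 −3.41 to −1.25. Between the late groups Il2 was 2.54 to 6.14.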

Other observations

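Between the late groups, Il3 was higher in NR4A2 cKO by 6.38 (adjusted p = 0.000214 from limma), with Cd83 (4.68), Tnfsf11, the gene of the cytokine RANKL (4.42), Fasl (4.14), Nr4a3 (3.00) and Egr3 (2.36). Dapl1, a gene of naive T cells, was higher by 5.58 (adjusted p = 6.41e-05 from limma). Each of these was also lower in late control than in early control, in a comparison that shares the late control arrays. Late control signals of Il3, Cd83, Fasl, Nr4a3, Egr3, Dapl1 and Serpinb9, and late NR4A2 cKO signals of Slamf7, Ctsw, Ccl5, Serpinb1a and Tmem71, were not above the olfactory receptor background on both arrays of the group, so the sizes are not exact. Of 17 immediate early genes, 2 were higher, 1 was lower (Jun, −2.03) and 14 did not pass, with 4 higher and 2 lower when adjusted over the list alone. Of 15 Th17 genes, Csf2 was higher, Rora and Il21 were lower and 12 did not pass, with 1 higher and 6 lower when adjusted over the list alone. Of 18 cytotoxicity genes, Fasl and Serpinb9 were higher, Slamf7 (−3.42) and Ctsw (−2.63) were lower and 14 did not pass, with 2 higher and 2 lower when adjusted over the list alone. Acadl, an enzyme of fatty acid oxidation, was lower in late NR4A2 cKO (−3.09, adjusted p = 0.0012 from limma), as were Emb (−3.07), S100a6 (−3.53), Gpld1 (−3.27), Serpinb1a (−5.70) and Tmem71 (−4.43). When 1 array was left out, Tmem71 moved to between −6.25 and −2.62, with −2.62 without late NR4A2 cKO replicate 1. Crabp2, which binds retinoic acid, was higher by 5.08 (adjusted p = 0.003 from limma). Ccl5 and Lta were lower too, by 2.99 and 3.05. Glycolysis and hypoxia genes, of which none of 17 passed, shifted down by camera from limma (adjusted p = 0.0456; adjusted p = 0.955 with an estimated correlation), and the adjusted p was 0.413 without late NR4A2 cKO replicate 1 and 0.127 without late control replicate 1.

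The paper reports granzyme B, CD27 and CD11a by other assays and in other samples. For granzyme B it reports an increase in CD4+ T cells of late NR4A2 cKO lesions (Fig. 4a). That was protein, stained in cells cultured with or without stimulation. The RNA values below go the other way without passing, but they do not test the protein. On these arrays Gzmb read 11.59 and 10.88 in early control, 7.00 and 9.12 in late control, and 6.98 and 8.96 in late NR4A2 cKO. Its log2 differences from early control were −3.17 and −3.26 (adjusted p = 0.145 and 0.207 from limma). Cd27 differed by −0.32 and −0.51 and Itgal, the gene of CD11a, by −0.84 and −0.16, with adjusted p-values of 0.666 or more. Prf1, the gene of perforin, differed by −2.69 and −0.75 (adjusted p = 0.69 and 0.873), and F2r, the gene of PAR-1, by −1.64 and −0.41 (adjusted p = 0.776 and 0.902). The paper describes PAR-1 as a receptor of neurons, so F2r RNA in sorted CD4+ T cells does not bear on that role. Prf1 was not above the olfactory receptor background on both arrays of either late group, so its sizes are not exact. The sign turned when 1 array was left out for Cd27 in late control (−0.72 to 0.08) and F2r in late NR4A2 cKO (−1.56 to 0.74), and late control ranged from −4.23 to −2.11 for Gzmb and from −3.63 to −1.74 for Prf1. Of the 19 other genes the paper names, none passed in any comparison, with 1 lower in each comparison with early control when adjusted over the list alone.

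The remaining lists gave no call by camera from limma in any of the 4 comparisons. Their adjusted p-values ran from 0.13 to 0.944 for 13 Th1 genes (Ccl5 lower in both comparisons with late NR4A2 cKO), 0.717 to 0.944 for 11 Treg genes, 0.354 to 0.789 for 12 naive and central memory genes (Satb1 higher and Dapl1 lower in late against early control, and Dapl1 higher in late NR4A2 cKO than in late control), 0.166 to 0.787 for 9 inhibitory receptors, 0.453 to 0.944 for 12 costimulation genes (Tnfsf11 lower in late than in early control and higher in late NR4A2 cKO than in late control), 0.744 to 0.944 for 11 tissue residency genes, 0.531 to 0.987 for 14 cholesterol synthesis genes and 0.536 to 0.944 for 13 genes of the CD4 T-cell core. For markers of other cells they ran from 0.717 to 0.92 for 5 NK-cell genes, 0.182 to 0.944 for 14 microglia and macrophage genes, 0.717 to 0.944 for 12 dendritic-cell genes, 0.336 to 0.944 for 10 neutrophil genes, 0.182 to 0.717 for 8 B-cell genes, 0.453 to 0.944 for 12 neural and glial genes and 0.243 to 0.944 for 5 endothelial genes, and none of these markers passed singly. Over the 4 comparisons, calls when adjusted over the list alone numbered 16 for naive and central memory genes, 10 for Th1 genes, 9 for tissue residency genes, 4 for costimulation genes, 2 for neural and glial genes, 1 each for the CD4 T-cell core, microglia and macrophage genes and B-cell genes, and 0 for the others. With fry from limma for changes in either direction, tissue residency genes had adjusted p-values of 0.00357 in late against early control, 2.71e-05 in late NR4A2 cKO against early control, 0.00692 between the late groups and 6.17e-06 with both late groups, without a common direction (fry, adjusted p = 0.862 or more). Naive and central memory genes had 0.00949, 0.0232, 0.00297 and 0.0324 in the same order by fry from limma. Th1 genes had 0.0232 in late NR4A2 cKO against early control and 0.00342 between the late groups, costimulation genes 0.0471 in late against early control, and neural and glial genes 0.00297 between the late groups. CD8, gamma-delta T-cell and erythroid markers had 2, 2 and 1 measured genes and no list test, and none passed.

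The array of late NR4A2 cKO replicate 1 was dim, with a 75th percentile of 4.01 in deposited intensity against 14.2 to 26.9 on the others, and both tests of this were chosen after it was seen. The tables argue against a scaling factor missing from its deposited values, since its 18 hybridization spike-in probe sets had a geometric mean of 974, within the 653 to 1010 of the other arrays. A low amount or poor quality of the labelled RNA may account for it, since the ratio of the 3′ to the 5′ signal of Gapdh was 2.13 against at most 0.955 on the others. Amount and quality of the RNA are not separated by these values.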
